# Quantifying post-transcriptional regulation in the development of *Drosophila melanogaster*

**DOI:** 10.1038/s41467-018-07455-9

**Published:** 2018-11-26

**Authors:** Kolja Becker, Alina Bluhm, Nuria Casas-Vila, Nadja Dinges, Mario Dejung, Sergi Sayols, Clemens Kreutz, Jean-Yves Roignant, Falk Butter, Stefan Legewie

## Abstract

Even though proteins are produced from mRNA, the correlation between mRNA levels and protein abundances is moderate in most studies, occasionally attributed to complex post-transcriptional regulation. To address this, we generate a paired transcriptome/proteome time course dataset with 14 time points during *Drosophila* embryogenesis. Despite a limited mRNA-protein correlation (*ρ* *=* 0.54), mathematical models describing protein translation and degradation explain 84% of protein time-courses based on the measured mRNA dynamics without assuming complex post transcriptional regulation, and allow for classification of most proteins into four distinct regulatory scenarios. By performing an in-depth characterization of the putatively post-transcriptionally regulated genes, we postulate that the RNA-binding protein Hrb98DE is involved in post-transcriptional control of sugar metabolism in early embryogenesis and partially validate this hypothesis using Hrb98DE knockdown. In summary, we present a systems biology framework for the identification of post-transcriptional gene regulation from large-scale, time-resolved transcriptome and proteome data.

## Abstract (web summary)

Proteome and transcriptome often show poor correlation, hindering the system-wide analysis of post-transcriptional regulation. Here, the authors study proteome and transcriptome dynamics during *Drosophila* embryogenesis and present basic mathematical models describing the temporal regulation of most protein-RNA pairs.

## Introduction

According to the central dogma of molecular biology, protein is translated from mRNA, suggesting that mRNA levels can be predictive of protein concentrations. However, the relationship between mRNA and the concentration of its protein does not follow the simple monotonic correlation that higher mRNA levels always relate to concordantly more protein. This nontrivial mRNA−protein relation is a general phenomenon ranging from yeast to human (reviewed for example in refs. ^1–3^), that could arise from extensive post-transcriptional gene regulation in eukaryotic organisms. One important mechanism of post-transcriptional gene regulation is controlled protein translation. In line with widespread translational regulation, global studies in mammalian cells showed very different translation rates across mRNAs^4^. Accordingly, ribosome occupancy of a transcript is a better predictor of protein expression when compared to its mRNA concentration^5^. Furthermore, proteins are subject to active degradation via the Ubiquitin-proteasome system, controlling protein degradation rates independently of its transcript abundance^6,7^.

Even in the absence of regulated protein translation or turnover, a mismatch between mRNA and protein levels can occur, due to the temporal delay that occurs when protein is translated from mRNA. Accordingly, it has been noted that while mRNA−protein correlations are generally low, the discrepancy is even more pronounced during dynamical cellular transitions^3^. Theoretical considerations revealed that delayed protein dynamics relative to mRNA results in a nonlinear relationship between the two species^8–10^, and is especially pronounced for stable proteins with long half-lives^11^. Furthermore, during cellular transitions active regulation of protein translation and turnover is enforced. For instance, RNA binding proteins, micro-RNAs, or RNA modifications can affect processing, translation, and/or turnover of a transcript^12–16^.

*Drosophila* embryogenesis poses an interesting case to study post-transcriptional regulation, since almost no transcription takes place during the first 3 h after oocyte fertilization. Instead, developmental dynamics rely on post-transcriptional regulation of maternally deposited mRNA and protein until the transcription of embryonic genes is switched on during maternal-to-zygotic transition (MZT)^17,18^. For example, it is well established that the maternally deposited positional information genes *hunchback*, *caudal*, *nanos*, and *oskar* are regulated post-transcriptionally^19,20^. Global measurements of ribosome occupancy at various time points demonstrated that post-transcriptional regulation is a widespread phenomenon in the developing embryo^21^. Given that RNA-binding proteins (RBPs) are major regulators of post-transcriptional gene regulation, it is not surprising that the mRNA-bound proteome is highly dynamic during MZT^22^.

These complex dynamics of post-transcriptional regulation make it difficult to intuitively understand the relations between mRNA and protein expression changes. Mechanistic models of protein translation provide a possible mathematical framework for an improved understanding of gene expression regulation. For instance, using simple models of protein translation describing the spatio-temporal mRNA−protein relationship of three *Drosophila* gap genes, we concluded that protein abundance merely represents a time-delayed version of its corresponding mRNA not requiring post-transcriptional regulation^8^. On a genome-wide level, Teo et al. and Cheng et al. developed a time-discrete model of protein turnover and directly inferred post-transcriptional regulation from characteristic features of protein and mRNA time courses^23,24^. Applying kinetic, time-continuous, models of protein translation, Peshkin et al. concluded for *Xenopus laevis* development that the majority of protein expression changes can be explained by assuming proportional protein production from mRNA and first-order protein degradation^25^. Likewise, in dendritic cells responding to external lipopolysaccharide treatment, Jovanovic et al. conclude that simple models of protein translation explain most of the variance in protein expression based on mRNA abundance changes^26^.

In this work, we investigate the relation between mRNA and protein levels during *Drosophila* embryogenesis using highly time-resolved paired transcriptome/proteome measurements. Compared to the previous modeling studies, we specifically describe a framework for the systematic discovery of post-transcriptional regulation mechanisms controlling a biological process of interest: We combine model fitting and model rejection to explicitly name mRNA−protein pairs insufficiently described by four distinct model variants, thereby deriving lists of potentially post-transcriptionally regulated proteins. We show that post-transcriptionally regulated proteins are enriched for certain biological functions, including cell cycle and regulation of glucose metabolism. Furthermore, based on sequence motif analyses and knockdown experiments, we propose that the splicing factor Hrb98DE may be involved in post-transcriptional control of glucose metabolism.

## Results

### Paired mRNA/protein data reduces experimental variation

We previously followed proteome changes during *Drosophila* development with high temporal resolution^27^. This dataset included measurement time points every 1 h within the first 6 h after egg-laying, and every 2 h hereafter until 20 h (Fig. 1a). When comparing our proteome dataset to a published developmental RNA-Seq time course^28^, we observed limited correlation between RNA and protein levels. 

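RNA was sequenced from *Drosophila* embryos at 14 time points, hourly from 0 to 6 h after egg-laying and every 2 h from 8 to 20 h, with 4 biological replicates each. For each of the 56 samples, the authors deposited the counts of reads on each gene, without normalization. A read was counted only where it overlapped the exons of a single gene. Between 13422473 and 22536043 reads per sample were counted on genes, with a median of 16709770. Reads left uncounted because they overlapped more than 1 gene made up 1.28% to 1.82% of the reads of a sample. The most abundant gene, the mitochondrial ribosomal RNA *mt:lrRNA* (FBgn0013686), took 2.14% to 18.2% of the counts. At these depths, 3 counts correspond to 0.133 to 0.224 CPM, and this limit covers counting error only. RPKM values were computed from the counts and the exon lengths of Ensembl release 115, and the median over the 4 replicates was taken at each time point. Changes between time points were tested on the counts with edgeR's quasi-likelihood test after TMM normalization, in a single fit of all samples. The protein values set beside the mRNA are the paper's own, from the part of Supplementary Data 1 used here, with 877 mRNA-protein pairs of 876 genes. The other pairs were not used here.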

To further investigate post-translational gene regulation in more detail, and to exclude that the discrepancies between RNA and protein levels arose from experimental variation between laboratories, *Drosophila* strains, and measured time points, we generated a new RNA-Seq dataset using the same fly embryo samples as for our proteome measurement (Fig. 1a and Supplementary Figure 1a).

**Fig. 1:**
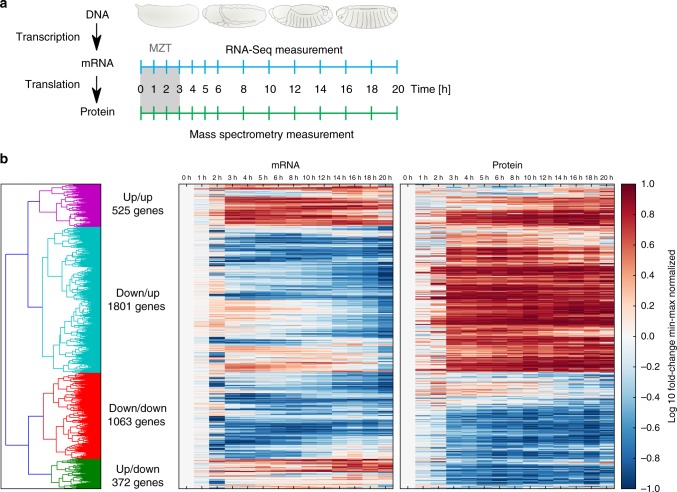
Paired transcriptome and proteome of *Drosophila* embryogenesis. **a** Time-points of paired mRNA and protein measurements during *Drosophila* embryonic development using RNA-Seq and mass spectrometry, respectively. The initial time point (0 h) represents egg deposition; the maternal-to-zygotic transition (MZT) occurs within the first 3 h of development. **b** Heatmaps of mRNA and protein time courses. The 3761 mRNA/protein pairs (*y*-axis), for which protein could be quantified in at least 10 of 14 time points, are shown for the developmental time points (*x*-axis). The color code indicates the mRNA and protein fold-changes relative to *t* *=* 0 h after min-max normalization between −1 and 1. Time courses are sorted according to hierarchical clustering using the Euclidean distance (see also dendrogram on the left). Time courses within each of the four clusters (green, red, blue, purple) roughly follow similar dynamics, reflecting concordant or opposing mRNA and protein dynamics (increase (up) or decrease (down))

Our transcriptome matches the published RNA-Seq dataset at similar stages of development when calculating pairwise correlations of all common reads between samples (Supplementary Figure 1b). Time-course analysis however showed altered developmental speed between our data and the published dataset (Supplementary Note 1 and Supplementary Figures 1b-1d), indicating that laboratory conditions can affect the overall kinetics of gene expression even for a robust biological process as *Drosophila* embryonic development. Thus, pairing of RNA and proteome measurements from the same laboratory avoids the risk of systematic mis-estimations.

### Proteome and transcriptome changes show limited correlations

We related transcriptome and proteome measurements to explore whether both gene expression layers exhibit a high degree of coordination during *Drosophila* embryogenesis. 

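The median RPKM values could be set beside the mRNA values that Supplementary Data 1 lists for the same genes. For 832 of the 848 genes compared, the computed value was within 0.01% of the paper's at every time point. An exon length was found for 856 of the 876 genes, and for 19 others the length was taken from the ratio of the counts to the paper's RPKM. No read was counted for 9 genes at any time point. Their pairs entered the kinetic models with an mRNA level of 0, and were left out of the correlations over time.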

We based our analysis on median values across four replicates and focused on 3761 RNA−protein pairs detected reproducibly in at least ten time points (Supplementary Data 1).

We classified the temporal behavior of these 3761 mRNA−protein pairs into four groups with qualitatively distinct dynamics using a hierarchical clustering approach (see Fig. 1b). These four groups are: (1) mRNA and protein levels increase concordantly (525 genes), (2) mRNA and protein levels decrease concordantly (1063 genes), (3) mRNA increases, while protein levels decrease (372 genes) and (4) mRNA decreases, while protein levels increase (1801 genes). 

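In place of the clustering, the direction of each pair was taken from the median log2 change at 3 to 20 h against 0 h, with 0.1 RPKM added to the mRNA. A direction could be given to 695 of the 877 pairs, and the others have no protein value at 0 h or no change. mRNA and protein both rose for 130 pairs (18.7%) and both fell for 210 (30.2%). The mRNA rose while the protein fell for 92 pairs (13.2%), and the mRNA fell while the protein rose for 263 (37.8%). The direction matched the paper's group for 550 pairs (79.1%).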

In total, 58% of genes showed inverse abundance changes between mRNA and protein, indicating that the temporal expression dynamics of most mRNA transcripts and the corresponding proteins are not directly related.

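Opposite directions of mRNA and protein were found for 355 pairs (51.1%). By the paper's own groups, 59.5% of the 877 pairs used here change in opposite directions. The 51.1% covers only the 695 pairs with a direction, so the shares rest on different pairs. A direction was given to 298 of the 434 pairs in the paper's group with falling mRNA and rising protein. It was given to 236 of 244 with both falling, 82 of 111 with both rising, and 79 of 88 with rising mRNA and falling protein. Taking the direction at 20 h alone gave 55.6%, the largest move among the alternatives tried. The paper reads the share of opposite changes as a sign that most mRNAs and their proteins do not follow each other directly over time.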

To quantify the relationship between mRNA and protein abundance, we calculated Spearman correlation coefficients globally, relating mRNA and protein levels across all genes at the same time point. We included only proteins showing the largest fold-changes compared to 0 h (*n* *=* 500) to avoid that random variations mask existing trends between mRNA and protein. 

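The 117 pairs with the largest fold change of the protein against 0 h were compared, the same share of the pairs as in the paper. At equal time points, the Spearman correlation across these genes was 0.425 on average over the 14 time points. It was lowest at 0 h (0.0920), reached 0.572 at 10 h, its highest value, and was 0.505 at 14 h. Genes are not independent replicates, so these coefficients describe the genes of this dataset and were not tested. With CPM that were not divided by gene length, the mean was 0.457.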

In line with previous studies, the average correlation between mRNA and protein levels of the same time point is limited (*ρ* *=* 0.41) (Fig. 2a, diagonal) with a maximum at 14 h (*ρ* *=* 0.57) (Fig. 2b—green panel). Of note, this limited correlation is not due to experimental variation, as the mean correlation across four biological replicates at 14 h is *ρ* *=* 0.96 for the transcriptome and *ρ* *=* 0.96 for the proteome.

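Between the replicates of 14 h, the Spearman correlation across the 15927 genes with at least 1 count was 0.978 on average over the 6 pairs of samples, with values from 0.975 to 0.986. The genes are not independent replicates. Across the same genes, samples of 12 and 14 h correlated by 0.960 on average, and samples of 14 and 16 h by 0.975, over 16 pairs of samples each. The Pearson correlation of log2 CPM between the 14 h replicates was 0.990, the largest move among the alternatives. Protein replicates were not analysed here.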

**Fig. 2:**
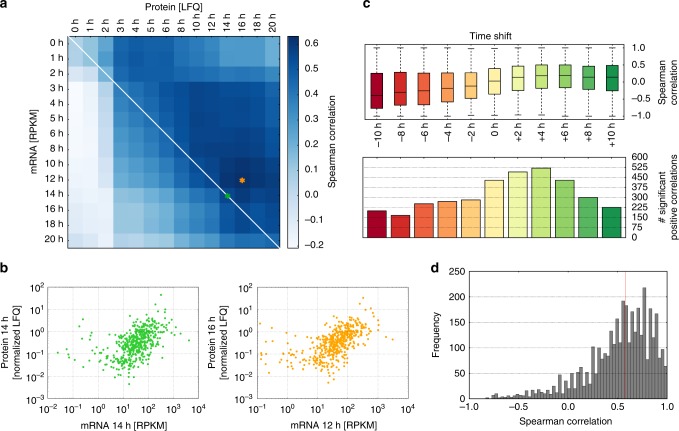
Limited correlation between mRNA and protein levels. **a** Global RNA−protein correlation across all samples. Heatmap of Spearman correlation coefficients between protein abundance (*x*-axis; quantified using MaxLFQ), and mRNA levels (*y*-axis; expressed as RPKM values), at the same (diagonal) or shifted (off-diagonal) time points of embryonic development. Only the top 500 proteins showing largest absolute fold-changes compared to the 0 h time point were considered. Green and orange stars indicate maximum correlation between same and shifted time points, respectively. Corresponding scatter plots are shown in (**b**). **b** Maximum global RNA−protein correlation. Scatter plots showing correlation of mRNA (RPKM) and protein (LFQ) levels at 14 h (left, *ρ* *=* 0.56), or between mRNA at 12 h and protein at 16 h (right, *ρ* *=* 0.63). Chosen time points correspond to the orange and green stars marked in (**a**). **c** Local correlations relating the mRNA and protein time courses of individual genes were calculated using the Spearman correlation coefficient. Boxplots indicate the distribution of Spearman correlation coefficients for all 3761 mRNA−protein pairs (black line: median; boxes: quartiles; whiskers: 95-percentile) (upper panel). Time shifts between mRNA and protein dynamics were introduced by adding a constant to the time axis of the protein (0 h: no shift). Positive and negative values reflect that protein lags behind or is advanced relative to its mRNA, respectively. Number of mRNA−protein pairs with a significant (Student’s *t* test, two-sided, *p* *<* 0.05), positive correlation for each time shift (bottom panel). **d** Distribution of maximum Spearman correlation coefficients across all time shifts. For each individual mRNA−protein pair (*n* *=* 3761), the maximum correlation between the mRNA and protein time courses at any time shift between 0 h and +10 h was determined and considered in this histogram. The red line indicates the median of all correlation coefficients

To account for time delays associated with mRNA processing and translation, we also assessed nonsynchronous correlations by globally relating mRNA and protein levels at different time points. In this scenario, the highest mRNA−protein correlation reaches *ρ* *=* 0.63 between mRNA levels at 12 h and protein abundances at 16 h (Fig. 2b—orange panel). 

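Among all combinations of time points, the highest Spearman correlation across the 117 genes was 0.666, between mRNA at 10 h and protein at 16 h. Between mRNA at 12 h and protein at 16 h it was 0.658. These genes are not independent replicates and were chosen for their large protein changes. With all pairs used, the correlation between mRNA at 12 h and protein at 16 h was 0.493.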

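Over all combinations in which the protein was measured later than the mRNA, the mean correlation across genes was 0.521. With the protein measured earlier than the mRNA, the mean was 0.170. The genes are not independent replicates and the combinations share samples, so the difference was not tested. When all pairs were used in place of those with the largest protein changes, the means were 0.440 and 0.385.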

Despite this modest value, we observed a general trend of better transcriptome/proteome correlation when relating mRNA samples to later protein time points, most likely due to delays in protein synthesis. Furthermore, higher correlations are generally observed at later developmental time points, possibly because less pronounced dynamical changes of mRNA and protein occur after MZT.

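The correlation across genes at equal time points was on average 0.164 over 0, 1 and 2 h and 0.497 over the time points from 3 to 20 h. When all pairs were used, the means were 0.404 and 0.433. The genes are not independent replicates, and the difference was not tested. The paper proposes that changes of mRNA and protein are less pronounced after MZT.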

To further test for the correspondence of mRNA and protein dynamics, we calculated the correlation between the mRNA and protein time courses for each gene individually. Only a subset of mRNA−protein pairs (*n* *=* 429 (11.4%)) exhibits a significant positive Spearman correlation coefficient (Fig. 2c—bottom panel, Student’s *t* test, two-sided, *p* *<* 0.05), and the median correlation coefficient over all genes is close to zero (Fig. 2c—top panel). 

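A correlation over time could be computed for 868 of the 877 pairs, those with mRNA counts and at least 6 time points. Over the 11 even time points, 97 pairs (11.1%) had a positive Spearman correlation with an unadjusted p under 0.05 in a two-sided exact permutation test. The median over all pairs was 0.0182, with a bootstrap 95% interval from -0.0273 to 0.0721. With all 14 time points, the median was -0.0100. Where mRNA was set beside the protein of another gene, 11.1% of pairs passed the same exact test on average (8.78% to 13.9% over 100 draws). The 97 pairs are thus no more than mismatched pairs give.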

To account for protein expression delays, we additionally calculated the same correlation coefficients after introducing a time shift between mRNA and protein measurements. These shifts only marginally improved the median correlation coefficient over all genes, with a maximum median correlation when the protein was assumed to lag behind the mRNA for 4−6 h (Fig. 2c—top panel). 

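With the protein lagging behind, the median correlation was 0.146 at a shift of 2 h, 0.200 at 4 h, 0.190 at 6 h, and 0.143 at 8 h and at 10 h. With the protein ahead of the mRNA, the medians were negative, from -0.115 at 2 h to -0.429 at 10 h. TMM-scaled RPKM gave a median of 0.167 at 6 h.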

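By the exact test, 124 pairs (14.1%) had a significant positive correlation at a shift of 2 h, 117 (13.3%) at 4 h and 107 (12.2%) at 6 h. With the t approximation, which the paper's methods use, the numbers were 129, 136 and 122. The shift with the most pairs was thus 2 h by the exact test and 4 h by the approximation. Significant pairs among mismatched genes were not counted at these single shifts.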

At a time shift of 4 h, we also observed the highest number (*n* *=* 520 (13.8%)) of mRNA−protein pairs with significant positive correlation (Fig. 2c—lower panel, Student’s *t* test, two-sided, *p* *<* 0.05). A similar time delay of 2−6 h between peaking of circadian mRNA and protein was also reported by Robles et al.^29^.

Taken together, these data indicate a poor correlation of mRNA and protein dynamics. Overall, only 33.7% (*n* *=* 1268) of genes show a significant (Student’s *t* test, two-sided, *p* *<* 0.05) positive monotonic relationship between mRNA and protein at positive time shifts with protein lagging behind mRNA. 

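At any of the 6 shifts from 0 to 10 h with the protein lagging behind, 283 of the 877 pairs (32.3%) had a positive correlation with an unadjusted p under 0.05 by the exact test. With the t approximation there were 309 (35.2%). The p was not corrected for the choice among 6 shifts. With mRNA set beside the protein of another gene, the share by the exact test was 22.6% on average (19.4% to 27.1% over 100 draws). The paper reads its data as a sign of poor correlation between mRNA and protein dynamics.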

As each mRNA−protein pair may be characterized by a distinct delay, we further selected the maximal correlation estimate of each mRNA−protein pair over all time shifts, regardless of significance. This procedure improves the median correlation across all genes to *ρ* = 0.58 (Fig. 2d).

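With the highest coefficient over shifts of 0 to 10 h taken for each pair, the median over 868 pairs was 0.600. With TMM-scaled RPKM it was 0.583, and without replicate 1 it was 0.571, the largest move among the alternatives.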

For the analysis of proteomics data, different quantification procedures have been proposed: “intensity-based absolute quantification” (iBAQ^4^) and “label-free quantification” (e.g. MaxLFQ^30^). We found that the conclusion of a limited correlation between mRNA and protein remains valid irrespective of iBAQ or MaxLFQ quantification (see Supplementary Note 2 and Supplementary Figure 2). Taken together, this suggests that the relation between mRNA and protein abundances requires a more elaborate mathematical framework than correlation analysis, incorporating gene-specific parameters. We therefore turned to mathematical modeling to better describe the mechanisms underlying protein production from mRNA.

### Kinetic models quantitatively relate mRNA/protein dynamics

We used a set of dynamical models describing protein expression based on ordinary differential equations (ODEs) and investigated whether the dynamics of each protein can be explained as a function of the corresponding mRNA time course. By fitting these models to the experimentally measured protein expression time courses, we assigned each mRNA−protein pair to a model representing one of four regulatory scenarios described below (schematically depicted in Fig. 3a), or excluded it from any of these.

**Fig. 3:**
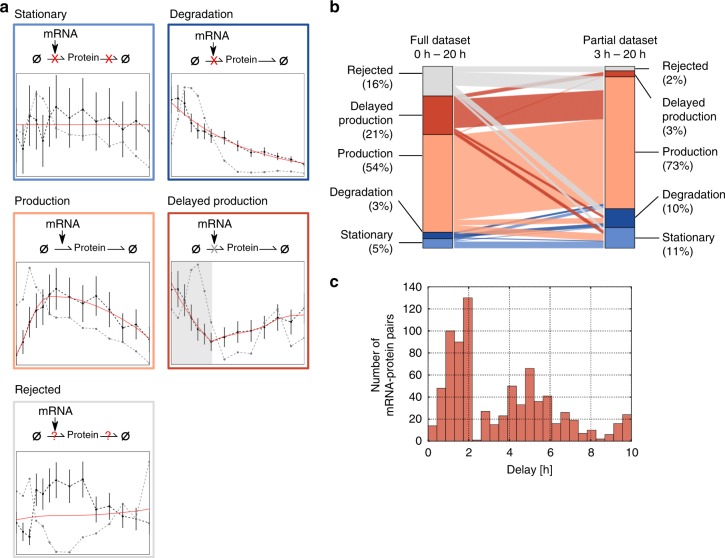
Kinetic models quantitatively relate mRNA and protein dynamics. **a** Schematic representation of model variants incorporating protein synthesis and degradation (thin arrows). Red and gray crosses indicate absence or delayed onset of individual reaction steps, respectively. The measured mRNA time courses were used as a model input, and simulated protein output was fitted to the corresponding experimental data by tuning the kinetic parameters. Each of the four different model variants was fitted separately and the best model was selected (see Methods). If all four models were rejected, the protein was classified as potentially post-transcriptionally regulated. An exemplary model fit for each class is given (red line), alongside with corresponding mRNA (gray) and protein (black) expression. Error bars represent standard deviation in protein according to the chosen linear error model. **b** Model-based classification results for 3761 mRNA−protein pairs. Barplot showing fractions of proteins in each class for the full dataset (left; 0−20 h) or post-MZT only (right; 3−20 h). Connecting lines indicate the migration of one protein from one model class to another between both scenarios. **c** Distribution of estimated delay times of 800 proteins assigned to the delay model in which protein translation occurs only with a lag time after egg deposition

The default model (production) follows the simple assumption that protein is synthesized from mRNA and additionally subject to degradation. The mRNA concentration serves as an input and proportionally affects the translation rate, implying the absence of complex post-transcriptional regulation. We also considered a delayed-production model, which assumes a temporal delay in translation. In this model, the protein is initially degraded until translation sets in, from which point the delayed-production model corresponds to the production model. The implementation of the delayed-production model was motivated by very low protein accumulation prior to the MZT (see Fig. 1b). Additionally, we assumed two mathematically less complex models: In the degradation model de novo translation can be neglected throughout embryonic development and therefore protein synthesis was omitted. In the stationary model, the protein is assumed to be stable during embryogenesis thereby eliminating protein production and degradation altogether.

The unknown model parameters such as protein synthesis and degradation rates, initial protein concentrations, and delay times were determined by fitting our models to the experimental data. We fitted each of the 3761 mRNA−protein pairs individually using the four model variants, and classified the genes into one of the regulatory scenarios (stationary, degradation, production and delayed-production) using a two-step strategy: First, we assessed whether a given model describes the measured mRNA−protein dynamics based on the difference between model fit and data using a *χ*^2^-test (Benjamini−Hochberg (BH) corrected *p* value < 0.05). To exclude that deviations between model and data are correlated in time, we further applied a Durbin−Watson test (BH corrected *p* value < 0.05), and only considered a model variant feasible if both tests were passed. Second, for mRNA/protein pairs fitting multiple models, we performed a stepwise likelihood-ratio test, balancing the goodness-of-fit against the risk of overfitting, to select for the simplest model explaining the data. If the model selection assigned a protein to the degradation or stationary classes, but the mathematically more complex production model could not be rejected with a nonzero protein translation rate, we re-assigned the protein to the production class. Thus, we consider the production model as the simplest, unregulated protein expression scenario in biological terms, whereas the competing (mathematically simpler) models require the existence of an additional biological factor blocking translation or degradation. While Fig. 3a shows examples of classifications, see Supplementary Note 3 for a detailed description of the classification procedure.

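All 4 models were fitted to the protein time course of each pair, with the median RPKM taken as linear between time points. The initial protein level and the production rate were solved exactly by weighted least squares for each degradation rate and delay on a grid. Each protein value had the 17% error listed in Supplementary Data 1. A model was rejected where the χ2 or the Durbin-Watson statistic had a Benjamini-Hochberg adjusted p under 0.05 against 1000 parametric bootstrap samples. The initial protein level could go down to 1e-07, the lowest level in Supplementary Data 1. This departs from the choice written before the data were examined, which was the lower bound of the methods, 0.1. The lower value was taken before any model was fitted, and the fits with 0.1 were run only after the results were seen. For 839 of the 877 pairs (95.7%), the class was the one that the paper lists, and for 535 (61.0%) with the bound of 0.1.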

Slightly more than half (54%) of mRNA−protein expression patterns follow the production model, which assumes continuous protein synthesis from mRNA, and are thus likely determined by pure transcriptional control (Fig. 3b). Furthermore, 5% of proteins were stable during embryogenesis (stationary model), and another 3% of proteins were best fitted by the degradation model. 

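The production model was assigned to 494 pairs (56.3%), of which 1 has no counted mRNA. It was assigned to 278 with the methods' lower bound of 0.1 for the initial protein level, the largest move among the alternatives, and to 580 with a 25% error of the protein values. On time courses simulated from the production model, 88% of 200 were returned to this class. All courses simulated from the 4 models began at the same protein level, above 0.1. Of the 747 initial levels that Supplementary Data 1 lists, 363 are below 0.1, and the simulated shares do not cover such pairs.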

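The stationary model was assigned to 60 pairs (6.84%) and the degradation model to 27 (3.08%). Each was assigned to 21 when the initial protein level was at least 0.1, as in the methods. Of 200 simulated stationary time courses, 26% were returned to their class, and 69.5% went to a class with production. For simulated degradation, the shares were 40.5% and 55%.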

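The delayed-production model was assigned to 165 pairs (18.8%), and to 208 with TMM-scaled RPKM. On time courses simulated with a delay, 82.5% of 200 were returned to this class.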

Finally, the assumption of a delay time for translation (delayed-production model) explained another 21% of genes. Altogether, 84% of genes were explained by any of these four simple regulatory models, suggesting that simple ODE models quantitatively describe proteome dynamics by including transcriptome data. 

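Together, the 4 models described 746 of the 877 pairs (85.1%). The share was 56.0% with the methods' lower bound of 0.1 for the initial protein level, the choice written before the data were examined. With a 25% error of the protein values the share was 92.1%, and with 2 h left out 89.2%. From the share described, the paper proposes that simple models with the mRNA as input capture the course of the proteome in quantity.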

For each of the four models the Pearson correlation between fitted and measured protein expression values across all genes and time points is above 0.99 (Supplementary Figure 3).

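The Pearson correlation between fitted and measured protein values was 0.987 in the stationary class (751 values), 0.992 in the degradation class (351), 0.996 in the production class (6473) and 0.988 in the delayed-production class (2245). On the log10 scale, the values were 0.995, 0.993, 0.996 and 0.995, and the paper's figure also uses a log scale. The coefficients are across genes and time points, which are not independent replicates.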

For the remaining 16% of protein−mRNA pairs all four proposed models were rejected, suggesting that these proteins are under complex post-transcriptional control. Accordingly, we find a statistically significant overlap (1.85-fold enrichment, hypergeometric test, *p* *=* 2.3e-16, Supplementary Figure 4a) with a published set of translationally regulated developmental genes identified by ribosome profiling^21^. 

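All 4 models were rejected for 131 pairs (14.9%), and for 386 with the methods' lower bound of 0.1 for the initial protein level. With the χ2 statistic alone, without the Durbin-Watson statistic, 103 were rejected, and with a 25% error of the protein values 69. The paper proposes complex post-transcriptional control for the rejected pairs.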

Potentially post-transcriptionally regulated proteins are found in all four dynamical groups obtained by hierarchical time-course clustering (Supplementary Figure 4b). This demonstrates the complementarity of our modeling analysis and suggests that post-transcriptional regulation occurs by various mechanisms rather than being controlled by a global factor. 

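Of the 111 pairs in the paper's group with rising mRNA and protein, 10 were rejected by all models (9.01%, Wilson 95% interval 4.97% to 15.8%). Of the 244 with falling mRNA and protein, 30 were rejected (12.3%, 8.75% to 17.0%). With rising mRNA and falling protein, the number was 16 of 88 (18.2%, 11.5% to 27.5%), and with falling mRNA and rising protein 75 of 434 (17.3%, 14.0% to 21.1%). Differences between the groups were not tested.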

Interestingly, previous proteomic studies report similar fractions of 20−30% of potentially post-transcriptionally regulated proteins for other biological processes (see Discussion). The fact that we obtain slightly smaller numbers of post-transcriptionally regulated genes (16%) most likely reflects that our approach produces a conservative estimate as we show using in silico benchmarking (see Supplementary Note 1).

During the first 3 h until MZT, no transcription occurs in the fly embryo^18^. Thus, any protein must be maternally deposited or translated from maternally deposited RNA. MZT is visible in our data as striking changes in mRNA as well as protein expression patterns at 3 h (Fig. 1b). 

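Between 2 and 3 h, 4795 of the 11065 genes tested changed by a log2 fold change of at least 1 in either direction, 2566 up and 2229 down (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.05, n = 4 per time point). Between 1 and 2 h 4172 changed (2712 up, 1460 down), and between 0 and 1 h 1352 (15 up, 1337 down). With replicates 1, 2, 3 and 4 left out in turn, the number from 0 to 1 h was 433, 1081, 186 and 1749. In 0 h replicates 1 to 3, 210 mRNAs of 18 and 20 h that were low at 3 h stood at 8.21% to 11.8% of their late level. In 0 h replicate 4 they stood at 0.517%, and at 1 h at 1.41% to 3.33%. Whether late RNA at 0 h accounts for the falls to 1 h was not tested. From 3 to 4 h, 200 genes changed. The later steps with the most changes were 12 to 14 h (2625) and 18 to 20 h (2569), and the other 7 steps had 44 to 1105. When only the 8 samples of the 2 time points entered the fit, 3683 genes changed from 2 to 3 h and 2982 from 1 to 2 h. In such fits, 94 changed from 0 to 1 h, and 0 from 18 to 20 h (4745 of any fold change with an unadjusted p under 0.05). With the replicate number as a block, 4806 genes changed from 2 to 3 h. Deviations from the time point means correlated by 0.00619 on average between samples of the same replicate number and by -0.00204 between others, so no pairing of samples by number was seen.

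These changes depend on the fit. From 1 to 2 h, the median log2 fold change of the genes tested was 0.75 with TMM factors of all samples and 0.69 with DESeq2's size factors. It was 0.06 when only the 8 samples entered the fit. That last fit also filtered low counts and estimated the spread anew, so it does not show the effect of scaling alone. In it, 912 genes went up and 2070 down. From 2 to 3 h, the medians were -0.11, 0.05 and 0.06. The paper reads the changes at 3 h as the maternal-to-zygotic transition.

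**Figure D1:**
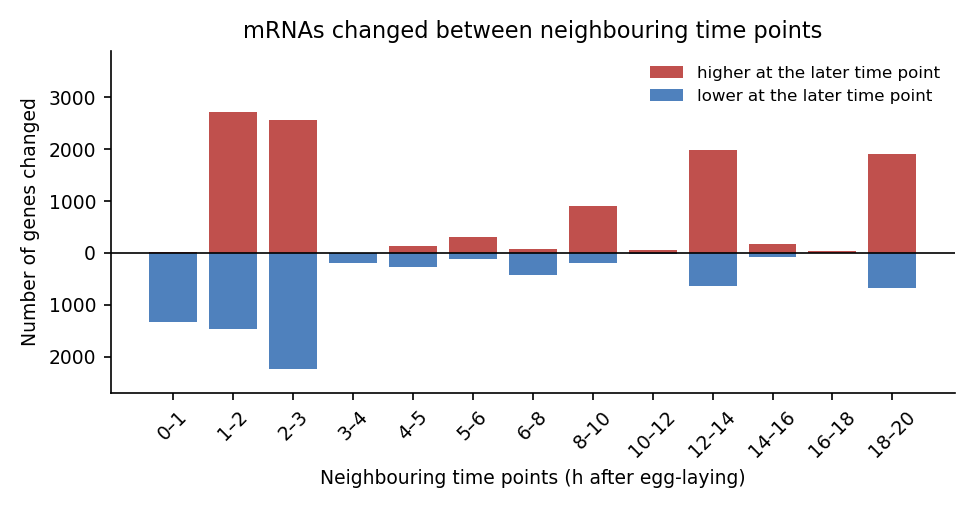
Genes up and down between neighbouring time points, with an adjusted p under 0.05 and an absolute log2 fold change of at least 1 (edgeR's quasi-likelihood test, n = 4 replicates per time point).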

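The genes named here were chosen by rule from those changed between 2 and 3 h, as the 2 with the largest rise and the 2 with the largest fall among genes with a mean of at least 100 counts and no overlap between the replicates of the time points. *CG34025* (FBgn0054025, 3L from 2959722 to 2961049 in BDGP6) rose from 1.06 ± 0.596 RPKM (mean ± SD, n = 4) at 2 h to 53.6 ± 40.5 at 3 h, with a log2 fold change of 5.41 (SE 0.53, adjusted p = 2.58e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Srr* (FBgn0037684, 3R from 9365398 to 9367763) rose from 0.323 ± 0.195 to 15.3 ± 12.4 RPKM, by 5.31 (SE 0.48, adjusted p = 2.29e-13 by the edgeR test). *superdeath* (FBgn0039640, 3R from 29138662 to 29145787) went from 27.0 ± 4.36 to 0.801 ± 0.643 RPKM, a log2 fold change of -5.19 (SE 0.47, adjusted p = 2.28e-13 by the edgeR test). *olf186-M* (FBgn0015522, 2R from 17846699 to 17848444) went from 24.4 ± 2.01 to 0.846 ± 0.633 RPKM, a log2 fold change of -4.97 (SE 0.37, adjusted p = 6.56e-16 by the edgeR test). The 3 h replicates of *CG34025* lay between 12.4 and 93.8 RPKM, and the counts at 2 h between 4 and 33. With each replicate left out in turn, its log2 fold change was between 5.23 and 5.92, and that of *Srr* between 4.87 and 6.16.

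**Figure D2:**
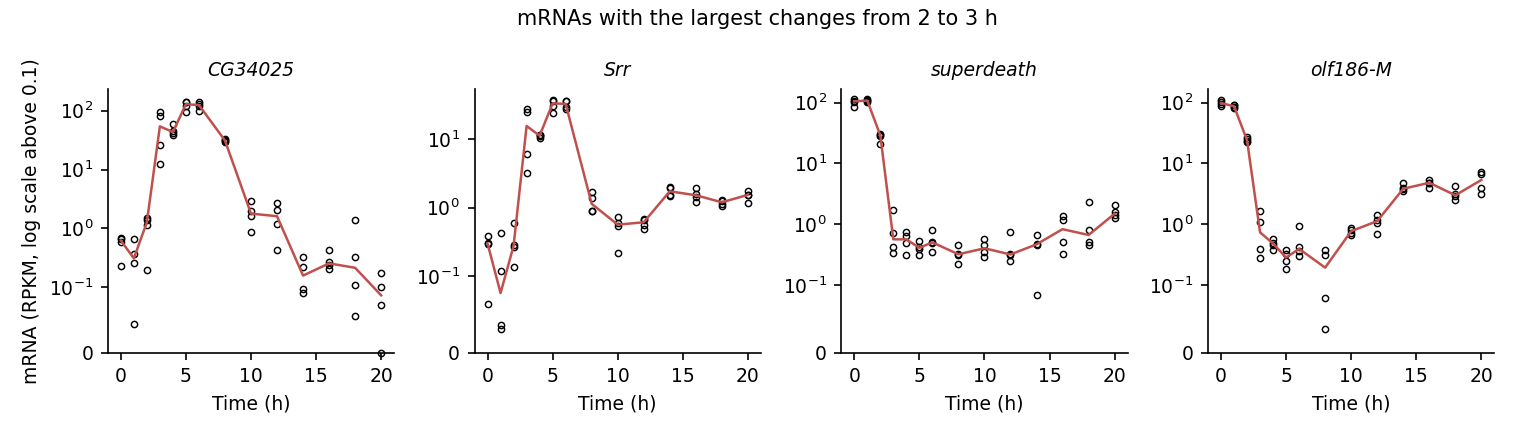
RPKM of the genes with the largest changes from 2 to 3 h, 4 replicates per time point.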

Since MZT marks the advent of transcriptional activity, we expected a large fraction of post-transcriptional regulation specifically within the first 3 h of development. To test this hypothesis, we repeated the protein classification including only data from time points beyond MZT (3−20 h). 

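The models were fitted again to the 11 time points from 3 to 20 h. They described 853 of the 877 pairs (97.3%), and 24 pairs were rejected by all of them. Of the 131 pairs rejected from 0 to 20 h, 23 were rejected again, 60 went to the production model, and the others to the degradation (23), stationary (15) or delayed-production (10) model. An initial protein level of at least 0.1, as in the methods, gave 67.7% described and 283 pairs rejected. With a 25% error of the protein values, 8 pairs were rejected.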

In line with a strong decline of post-transcriptional control after MZT, we found that for 98% of proteins the post-MZT data can be explained by one of the four ODE model variants (Fig. 3b, right).

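From 3 to 20 h, 39 pairs (4.45%) were assigned to the delayed-production model, 52 with the methods' lower bound of 0.1 for the initial protein level, and 17 with a 25% error of the protein values. Of the 165 pairs assigned to this model from 0 to 20 h, 125 went to the production model and 21 kept the delay.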

Among these 98%, only 3% of proteins (initially 21%) are still assigned to the delayed-production model, i.e. only few proteins show delayed translation post-MZT. This observation again supports that MZT is a major point of post-transcriptional control at which mRNA translation may be activated on demand^31^. In line with this hypothesis, estimated delay times in the delayed-production model fitted to the full dataset (0−20 h) show a bimodal distribution with a group of proteins exhibiting delays of 0.5−2.5 h (381 proteins) and another group with translation delayed even longer for about 3–10 h (452 proteins) (Fig. 3c). This indicates two waves of translation: a first translation burst coinciding with MZT and a secondary delayed translation phase. 

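Delays were estimated for 165 pairs in steps of 0.05 h. They were from 0.5 to 2.5 h for 81 pairs and from 3 to 10 h for 83. A delay between these ranges was estimated for 0 pairs, and a shorter one for 1 pair. On the 165 courses simulated with a delay and returned to that class, the median absolute error of the delay was 0.246 h. With TMM-scaled RPKM, the groups held 89 and 115 pairs, and with the methods' lower bound of 0.1 for the initial protein level 62 and 106. The paper sets the delays beside its hypothesis on delayed translation at MZT.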

The general ability of our classification method to distinguish between different mRNA/protein dynamics is shown in Supplementary Figure 4c.

### Kinetic models account for lack of mRNA−protein correlation

Given that 84% of mRNA−protein pairs are described without assuming complex post-transcriptional regulation, the low mRNA−protein correlation might be surprising. The proposed mathematical models provide mechanistic insights into the missing correlation: For the stationary, degradation, and delayed-production classes, the model predicts simple biological control mechanisms on protein translation, leading to an uncoupling of mRNA−protein dynamics.

However, even for the production model, where such control mechanisms are absent, mRNA and protein time courses are not necessarily correlated, as evidenced by a broad distribution of the corresponding correlation coefficients (Fig. 4a, top panel). 

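For 493 pairs of the production class, the correlation over time without a shift had a median of 0, with quartiles at -0.382 and 0.400 and a range from -0.927 to 0.964. It was negative for 243 of them (49.3%).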

The lacking correlation seems to arise, in part, because proteins with long half-life lag behind corresponding mRNA^32^, hereby decreasing mRNA−protein correlation^33^. 

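The median half-life from the production model was 10.2 h over 868 pairs. For 122 pairs, the 95% profile-likelihood interval of the half-life lay above this median, and their median correlation over time was -0.479 (bootstrap 95% interval -0.564 to -0.336). With only the pairs of the production class, the median half-life was 8.56 h and the median correlation of the 58 long-lived proteins was -0.573. With the methods' lower bound of 0.1 for the initial protein level, the median half-life was 5.31 h and the median correlation of the 268 long-lived proteins was -0.283.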

Based on our fitting results, we obtained estimates for the kinetic parameters and indeed find that the lack of positive mRNA−protein correlation (*ρ* *=* 0.03) is particularly evident when considering only stable proteins whose half-life confidence interval exceeds the median (8.4 h) of all protein half-lives (260 proteins; *ρ* *=* *−*0.55, Fig. 4a, second panel). In contrast, positive correlations are much more common in the inversely defined group of proteins with short half-lives (331 proteins, *ρ* *=* 0.24, Fig. 4a, third panel), supporting that protein degradation rates determine how closely protein dynamics follow the mRNA time course.

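The interval of the half-life lay below the median for 182 pairs, whose median correlation was 0.214 (bootstrap 95% interval 0.173 to 0.345). With TMM-scaled RPKM it was 0.255, and with the methods' lower bound of 0.1 for the initial protein level 0.135 over 320 pairs. The half-lives and the correlations come from the same time courses. The paper takes these groups as support that degradation rates set how closely a protein follows its mRNA.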

**Fig. 4:**
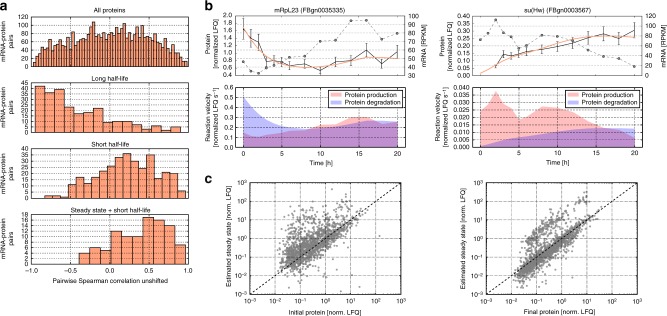
Kinetic models explain lack of mRNA−protein correlation. **a** The correlation of mRNA and protein time courses depends on protein dynamics and initial expression levels. Histograms for the distribution of Spearman correlations for all 3761 mRNA−protein pairs (top panel, *n* *=* 3761), proteins with long half-life (second panel, *n* *=* 260), proteins with short half-life (third panel, *n* *=* 331) and proteins with short half-life close to their estimated steady-state at the onset of embryogenesis (bottom panel, *n* *=* 101). See main text for details. **b** Examples of genes with inverse mRNA and protein dynamics. Left: For mRpL23 (FBgn0035335), mRNA level (dashed line) increased while protein levels (black line) decreased. Error bars represent standard deviation of protein according to the chosen linear error model. Model fit is shown as colored line. The lower panel shows the simulated velocities of protein production and degradation, which are initially unbalanced. Right: Conversely, for su(Hw) (FBgn0003567) the protein production velocity initially exceeds that of degradation, protein amount (black line) increased, while mRNA level decreases. **c** Protein levels early in development tend to deviate from the model-predicted protein steady-state. Measured protein levels for mRNA−proteins pairs classified into the production model (*n* *=* 2027) are plotted against estimated protein steady-states. Steady-state estimates were derived from the fitted model parameters as well as given mRNA concentrations at 0 h (left panel, Pearson correlation *ρ* *=* 0.61) and 20 h (right panel, Pearson correlation *ρ* *=* 0.79) using the equation *α*/*λ* * mRNA[*t*] (*α*: production rate; *λ* degradation rate and *t* time)

However, our analysis indicates that even proteins with short half-lives can show a weak mRNA−protein correlation (Fig. 4a, third panel, short half-life). Our model explains many of these mRNA−protein discrepancies with out-of-steady-state protein concentrations at the initial time-point (*t* *=* 0 h): Certain mRNAs deposited in the egg remain untranslated in the inactive egg and are only translated upon fertilization^34^. Here, initial protein production at *t* *=* 0 exceeds protein degradation, leading to a net increase in protein level even at constant mRNA amounts. In an extreme case, this can result in an inverse protein−mRNA relationship during the developmental time course, where the protein level increases, while mRNA abundance decreases (Fig. 4b, left). 

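*su(Hw)* (FBgn0003567, 3R from 14304455 to 14308589 in BDGP6) fell from 71.4 ± 4.62 RPKM (mean ± SD, n = 4) at 0 h to 19.9 ± 6.82 at 20 h, a log2 fold change of -1.77 (SE 0.17, adjusted p = 5.18e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and of -1.35 with DESeq2. Between these time points, its mRNA was highest at 2 h (115 ± 5.55 RPKM) and was at 81.0 ± 3.44 at 8 h. The paper's values for its protein begin after 0 h and are highest at 20 h, at 0.305. The correlation over time was -0.830. The production model gave a half-life of 14.4 h, with a 95% interval from 6.38 to 1000 h, the upper limit of the fit. At 0 h, the fitted synthesis was 0.0243 and the fitted degradation 0.000779 protein units per h.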

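*mRpL23* (FBgn0035335, 3L from 2372844 to 2373704 in BDGP6) rose from 45.5 ± 4.34 RPKM (mean ± SD, n = 4) at 0 h to 80.0 ± 4.65 at 20 h, by a log2 fold change of 0.94 (SE 0.14, adjusted p = 3.27e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by 1.37 with DESeq2. Between these time points, its mRNA was lowest at 2 h (32.9 ± 3.93 RPKM) and highest at 14 h (94.7 ± 17.7). Its protein was 1.65 at 0 h in the paper's values and 1.04 at 20 h. The production model gave a half-life of 2.30 h (95% interval 1.58 to 3.74 h). The correlation over time was -0.0364. At 0 h, the fitted degradation was 0.509 and the fitted synthesis 0.149 protein units per h.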

Likewise, mRNA increase with a concomitant protein decay can occur if net protein degradation exceeds synthesis (Fig. 4b, right).

To test whether a large fraction of proteins is out of steady-state at egg deposition (*t*= 0 h), we compared the actual protein expression values with the theoretical steady-state predicted by the ratio of the fitted synthesis and degradation rates (see Fig. 4c). As expected, the correlation of measured protein levels with the theoretical steady-state is limited at fertilization, whereas they agree better later in development. Such a perturbation from steady-state indeed weakens the mRNA−protein correlation: If we consider only proteins with fast dynamics (short half-life), whose abundance is close to their estimated steady-state at 0 h (101 proteins), the median correlation between individual mRNA−protein pairs significantly increases to *ρ* *=* 0.45 (Fig. 4a, bottom panel) compared to *ρ* *=* 0.24 for all fast changing proteins (two-sided Kolmogorov−Smirnov test, *p* *=* 0.003). 

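In the production class, the Pearson correlation across genes of log10 protein with the log10 of its steady state was 0.613 at 0 h (367 pairs) and 0.770 at 20 h (478 pairs). The genes are not independent replicates, and the difference was not tested. On the linear scale, an alternative chosen after seeing the data, the coefficients were 0.306 and 0.364. On the log10 scale with an initial protein level of at least 0.1, as in the methods, they were 0.631 and 0.838.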

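Among the 182 proteins with a short half-life, 18 were within 20% of their steady state at 0 h, and their median correlation was 0.482 (bootstrap 95% interval 0.369 to 0.591). For the other 164 it was 0.195 (0.114 to 0.245). Of these, 10 have no protein value at 0 h. A two-sided permutation test of the Kolmogorov-Smirnov statistic (0.437) gave p = 0.00232 over 100000 resamples. Without those 10, an alternative chosen after seeing the data, the same permutation test gave p = 0.00194, and with TMM-scaled RPKM p = 0.101. When the initial protein level was at least 0.1, as in the methods, 45 short-lived proteins were near their steady state, with a median of 0.273, and the two-sided permutation test gave p = 0.0660. From this difference, the paper concludes that distance from the steady state weakens the correlation.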

In a dynamical context, a prerequisite for a high correlation between mRNA and protein is therefore not only fast protein turnover, but also an appropriate initial mRNA−protein ratio with balanced production and degradation rates.

### Regulatory classes show enrichment for biological functions

We performed Gene Ontology (GO) analyses to investigate whether certain biological functions are specifically represented in each class (Fig. 5). Proteins assigned to the production model showed enrichment for processes related to mRNA processing, splicing and RNA metabolism, suggesting that this class contains critical regulators of post-transcriptional gene expression. Moreover, proteins in the delay group are enriched for GO terms related to protein catabolic processes, possibly indicating widespread expression of factors mediating the degradation of maternal protein at the onset of MZT^35^. Among post-transcriptionally regulated proteins for which all of our four models needed to be rejected we found an enrichment of cell cycle-related genes. Indeed, early nuclear divisions in *Drosophila* embryos cannot be controlled transcriptionally, since transcription is virtually absent before MZT. Accordingly, widespread post-transcriptional regulation has been reported for maternal mRNAs involved in cell cycle regulation^36^. In addition, GO-terms related to sugar metabolism are enriched in the group of potentially post-transcriptionally regulated proteins, which agrees with previous evidence showing post-transcriptional control of genes functioning in glucose metabolism^29^.

**Fig. 5:**
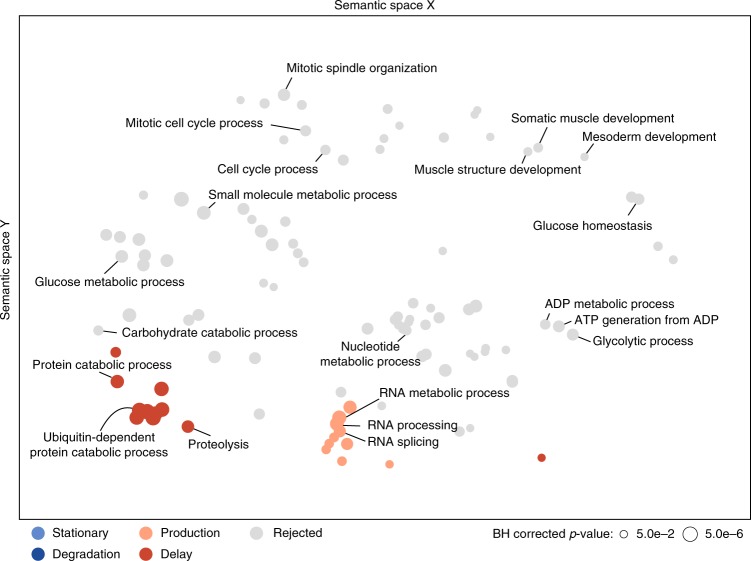
Protein classes are enriched for specific biological functions. Distinct GO terms are significantly (hypergeometric test, BH corrected *p* value < 0.05) overrepresented in the production and delay category as well as for the rejected class (indicated by color). GO terms were arranged according to their semantic similarity and a 2D projection was generated via multidimensional scaling. Each circle represents a single GO term and the size of each circle is proportional to the corrected *p* value (see legend)

The mode and time scale of post-transcriptional regulation, however, appears to be distinct for cell cycle and sugar metabolism: Protein levels of genes related to sugar metabolism predominantly upregulate 3 h after egg-laying and afterwards remain nearly stable, while their mRNAs sharply decrease already within 2 h after egg-laying (Supplementary Figure 5a). This suggests early post-transcriptional regulation of sugar metabolic processes before or at MZT. In contrast, a subset of proteins related to the cell cycle shows an abrupt downregulation of both mRNA as well as protein at 14 h, potentially indicating (post-) transcriptional regulation long after the completion of MZT (Supplementary Figure 5b).

### Identifying mechanisms of post-transcriptional regulation

To uncover potential regulators of post-transcriptional gene regulation, we searched for enriched sequence motifs in the mRNA sequence of proteins in our protein classes. We considered 67 *Drosophila*-specific RNA -binding protein (RBP) motifs corresponding to 51 different RBPs^37^. We found no or little enrichment of RBP motifs in stationary, degradation, and delayed-production classes, whereas seven RBPs showed significant motif enrichment for the class of potentially post-transcriptionally regulated proteins (Fig. 6a).

**Fig. 6:**
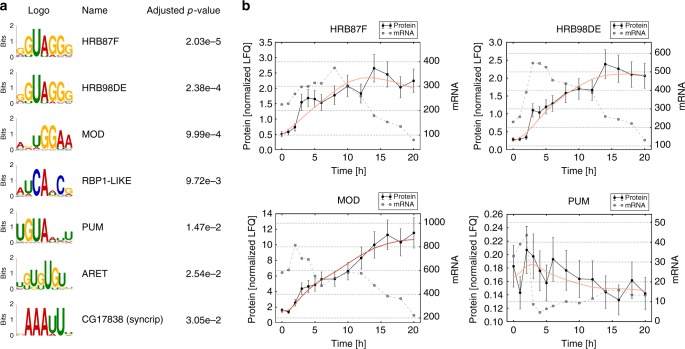
Post-transcriptionally regulated proteins are enriched for RBP binding motifs. **a** Seven RBP sequence motifs are enriched in the group of potentially post-transcriptionally regulated proteins (adjusted enrichment *p* value < 0.05). In total we scanned for enrichment of 67 *Drosophila-*specific motifs corresponding to 51 distinct RBPs. For each RBP, only the sequence logo with highest enrichment is shown. **b** Putative post-transcriptional regulators are regulated at the protein expression level during *Drosophila* development. Measured protein profiles (black solid line—normalized LFQ) of four RBPs, alongside their corresponding mRNA expression (dashed gray line) and the best model fit (colored line) are presented. Error bars represent standard deviation of protein according to a linear error model. The expression level of the three remaining RBPs (RBP1-LIKE, ARET, and CG17838) were below the proteomics detection limit

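*mod* (FBgn0002780, 3R from 32052060 to 32054974 in BDGP6) was at 581 ± 53.0 RPKM (mean ± SD, n = 4) at 0 h, 848 ± 83.3 at 2 h and 234 ± 51.7 at 20 h, with a log2 fold change of -1.22 from 0 to 20 h (SE 0.12, adjusted p = 9.94e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and of -0.80 with DESeq2. *pum* (FBgn0003165, 3R from 9066343 to 9237682) was at 33.6 ± 2.33 RPKM at 0 h, 41.6 ± 4.21 at 2 h and 9.78 ± 5.37 at 3 h. Its log2 fold change was -2.18 from 2 to 3 h (SE 0.23, adjusted p = 2.90e-11 by the edgeR test) and -1.29 from 0 to 20 h (SE 0.23, adjusted p = 1.33e-06 by the edgeR test), and with DESeq2 -2.02 and -0.87. Proteins of these genes were not analysed here.

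**Figure D3:**
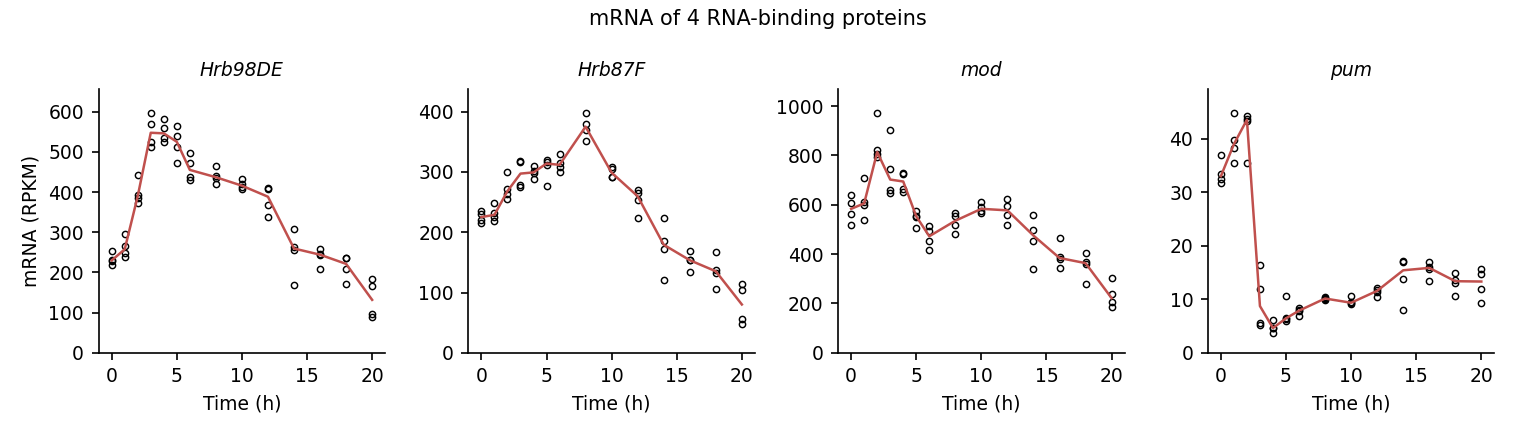
RPKM of *Hrb98DE*, *Hrb87F*, *mod* and *pum* over time, 4 replicates per time point.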

Among the enriched motifs were the RBPs Pumilio and Bruno (also known as Aret), which are known post-transcriptional regulators of positional information genes in early *Drosophila* development^19,20^. The strongest motif enrichment was observed for Hrb87F and Hrb98DE (also known as Hrp36 and Hrp38), two proteins recognizing highly similar RNA sequence motifs (Fig. 6a). 

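In the paper's values, Hrb87F protein (FBgn0004237, 3R from 13656846 to 13660531 in BDGP6) was 0.505 at 0 h and highest at 14 h (2.65), a ratio of 5.25. Its mRNA went from 225 ± 9.16 RPKM (mean ± SD, n = 4) at 0 h to 375 ± 19.7 at 8 h and 80.8 ± 33.7 at 20 h, with a log2 fold change of -1.41 from 0 to 20 h (SE 0.12, adjusted p = 2.76e-14 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and of -1.00 with DESeq2. The mRNA of *Hrb98DE* (FBgn0001215, 3R from 28599834 to 28605777) was at 233 ± 14.2 RPKM at 0 h, 551 ± 39.2 at 3 h and 134 ± 48.2 at 20 h, with a log2 fold change of -0.73 from 0 to 20 h (SE 0.11, adjusted p = 1.35e-07 by the edgeR test), and of -0.31 with DESeq2. Its 20 h replicates lay between 89.2 and 184 RPKM. Over time, Hrb87F protein and mRNA correlated by -0.536. Hrb98DE protein was not analysed here.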

In our time course, Hrb87F and Hrb98DE both show a ~5-fold upregulation in protein expression (Fig. 6b), indicating that they are developmentally regulated. Accordingly, a recent RNA interactome study demonstrated that the mRNA-bound fraction of Hrb87F and Hrb98DE changes during MZT in *Drosophila*^22^. Interestingly, the known functions of Hrb87F and Hrb98DE match with results of our GO term analysis, as these proteins have been identified in large-scale screens for regulators of the cell cycle and sugar metabolism, respectively^38,39^.

### Hrb98DE-dependent regulation of glucose metabolism

For further analysis, we focused on Hrb98DE, because this protein (and its vertebrate homolog hnRNPA1) has been implicated in the regulation of protein translation^40^. To assess the role of Hrb98DE in post-transcriptional gene regulation during development, we performed in vivo knockdown experiments with two different dsRNAs (Supplementary Figure 6a) and measured protein expression 7:45 h (29°C) after egg deposition. The first dsRNA, which reduced Hrb98DE protein by 42% (Supplementary Figure 6a), led to differential expression of 78 proteins of 2600 genes consistently detected in the embryonic time course and the knockdown (3.0%, Supplementary Figure 1b right). In support for our model-based classification approach, there exists a significant overlap between genes predicted to be post-transcriptionally regulated and differentially expressed genes upon knockdown (24 genes observed vs. 13.26 expected, hypergeometric test, *p* *=* 2.6e-3; Fig. 7a). This significant overlap was preserved in the knockdown with the second dsRNA, even though knockdown efficiency was lower (Supplementary Figure 6a-c), suggesting that Hrb98DE indeed regulates the predicted targets during *Drosophila* development.

**Fig. 7:**
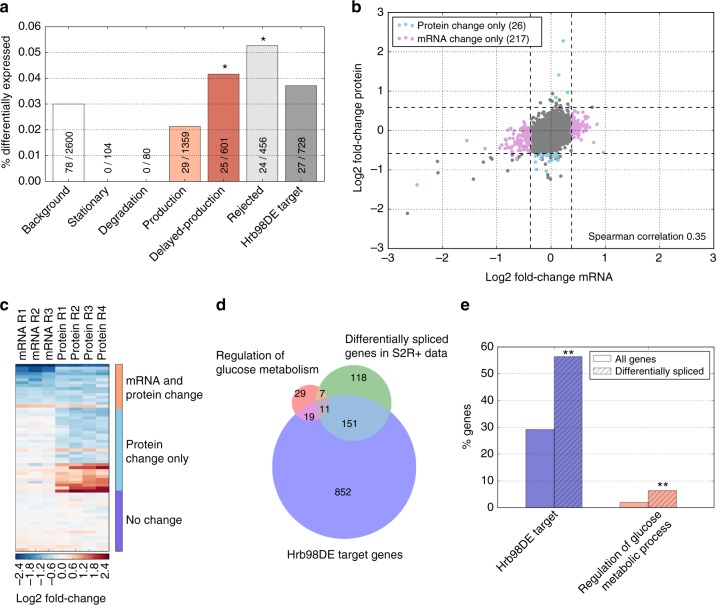
Hrb98DE post-transcriptionally regulates glucose metabolism. **a** Proteome changes upon in vivo knockdown of HRB98DE during *Drosophila* development. Bars show the percentage of all genes within each protein class that are differentially expressed upon Hrb98DE knockdown. Absolute numbers are also shown (differentially expressed proteins in class/number of all proteins in class). Significant overrepresentation of differential expression is observed in the rejected and delayed-production categories and preferentially contain an Hrb98DE motif in their mRNA sequence, when compared to the background of all expressed genes (left bar). * indicates *p* < 0.05 using a hypergeometric test. **b** Transcriptome and proteome changes upon knockdown of HRB98DE in S2R+ cells, shown as a scatterplot of mRNA vs. protein fold-changes. Significant cases of only mRNA changing (pink) or only protein changing (light blue) are highlighted. Dashed lines indicate thresholds of fold-changes for mRNA (absolute log2 fold-change > 1.3, BH corrected *p* value < 0.05) or protein (absolute log2 fold-change > 1.5, nominal *p* value < 0.01). **c** Heatmap of fold-changes for mRNA and protein level of differentially expressed genes upon Hrb98DE knockdown in S2R+ cells (in 14 cases mRNA and protein are both significantly changing, in 26 cases only significant change on protein level, 4149 with no change of mRNA or protein). For genes with no significant change in either mRNA or protein only a subset of 20 randomly chosen genes is shown. **d** Splicing changes at the mRNA level upon knockdown of HRB98DE in S2R+ cells. Venn diagram showing differentially spliced genes upon Hrb98DE knockdown and their overlap with genes previously identified as Hrb98DE targets or genes annotated as regulators of glucose metabolic processes (GO:0010906). The previously identified Hrb98DE targets were defined by combining Hrb98DE targets reported by Blanchette et al. (2009)^41^, Ji and Tulin (2016)^40^ and mRNAs with the Hrb98DE binding motif. **e** Differentially spliced genes are enriched for Hrb98DE targets (blue striped bar) or genes annotated as regulators of glucose metabolic processes (red striped bar), when compared to the background of all detected genes (clear bars). ** denotes significance with a *p* value below 0.01 (hypergeometric test)

Since assessing the role of Hrb98DE during embryogenesis remains challenging due to limited knockdown efficiency, we turned to *Drosophila* S2R+ cell culture to obtain more robust Hrb98DE depletion. Based on RNA-Seq and mass spectrometry data, we observed a strong depletion of Hrb98DE mRNA and protein by about 84 and 76%, respectively (Supplementary Figure 6d). Off-target effects could be excluded, as two different dsRNA constructs induced highly overlapping transcriptome changes (Supplementary Figure 6e). In the knockdown showing greater Hrb98DE depletion, we detected an overlapping set of 4406 genes at both transcriptome and proteome, out of which 231 are differentially expressed at the mRNA level upon Hrb98DE knockdown (Wald test—DEseq2, BH corrected *p* value < 0.05, absolute fold-change > 30%), whereas 40 change significantly at the protein level (independent *t* test two-tailed, *p* value < 0.01, absolute fold-change > 50%) (Fig. 7b).

Interestingly, a large fraction of genes responding at the protein level (26 out of 40, 65%) do not change at the mRNA level (Fig. 7c), which agrees with published data showing that Hrb98DE binding to mRNA leads only to few instances of changed transcript levels^40^. Thus, we hypothesize that Hrb98DE binds these 26 RNAs to affect protein translation, but not mRNA turnover. In line with Hrb98DE controlling sugar metabolism at the post-transcriptional level, three out of the 26 candidate genes (*14-3-3zeta*, *dorsal*, *domino*) are known to affect glucose metabolism^39^.

Hrb98DE has been described as a regulator of alternative splicing^41,42^. To identify additional targets of Hrb98DE-dependent post-transcriptional regulation, we analyzed splicing changes upon knockdown. We focused on 3542 transcripts consistently detected in the S2R+ cell line and the embryonic time course. We found 287 differentially spliced genes upon Hrb98DE knockdown (Fig. 7d), which significantly overlap with the set of direct Hrb98DE targets, which either contain a sequence motif or are published RIP-Seq targets^40,41^ (1.93-fold increase observed vs. expected, hypergeometric test, *p* value = 6.0e-24) (Fig. 7e). We further tested for enrichment of model-predicted post-transcriptionally regulated genes in the set of differentially spliced genes, but did not find a significant overlap. The differentially spliced genes, however, are significantly enriched for the GO-term “regulation of glucose metabolism” (18 genes, 3.37-fold enrichment observed vs. expected, hypergeometric test, *p* *=* 2.6e-6), and 11 genes in this set have previously been identified as Hrb98DE targets. Notably, Hrb98DE-dependent alternative splicing of *domino*, one of the genes involved in glucose metabolism, led to a detectable isoform switch at the protein level (Supplementary Figure 6f).

Our analysis thus suggests post-transcriptional regulation of glucose metabolism by the RBP Hrb98DE, the majority of effects being visible at the level of pre-mRNA splicing.

## Discussion

Early *Drosophila* development occurs in the absence of de novo transcription, suggesting extensive post-transcriptional gene regulation. In this study, we set out to quantify how mRNA and protein levels are dynamically coordinated, and combined our *Drosophila* embryogenesis proteome of 14 time points with its paired transcriptome. 

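Between replicates of the same time point, the Spearman correlation across 15927 genes was 0.972 on average over the 14 time points. It was lowest at 3 h, with a mean of 0.950 and pairs of samples from 0.933 to 0.965, and highest at 16 h (0.981). At 20 h the pairs of samples lay between 0.939 and 0.987. Between neighbouring time points, the mean was lowest from 2 to 3 h (0.924) and highest from 16 to 18 h (0.977). The genes are not independent replicates. The ranking of time points depends on the genes and the measure. Over the 11065 genes left after removing low counts, the correlation between replicates was lowest at 20 h (0.934) and highest at 10 h (0.993). By Pearson of log2 CPM the same time points were lowest (0.965) and highest (0.997). The first 2 principal components of log2 CPM held 50.0% and 27.3% of the variance.

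**Figure D4:**
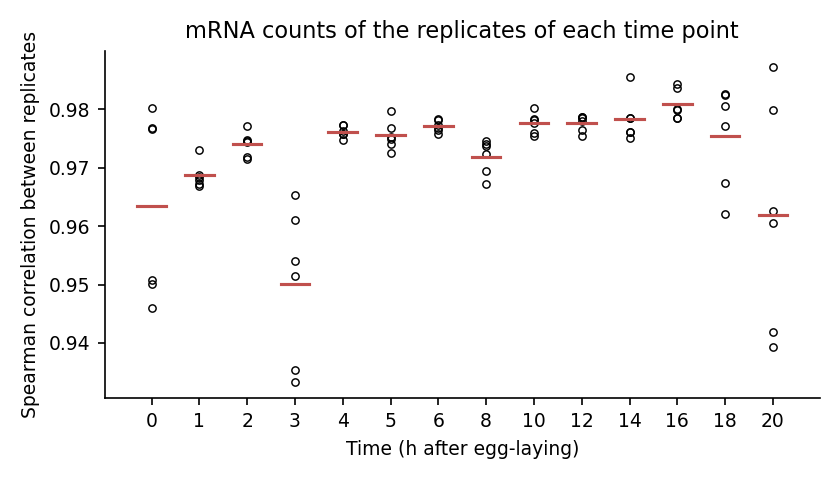
Spearman correlation across genes between the replicates of each time point, 6 pairs of samples per time point.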

The data show high biological and technical reproducibility among the four quadruplicates for proteome and transcriptome. This creates an extensive systems-level dataset to study translational and post-translational gene regulation in a highly resolved temporal fashion.

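The TMM factors, which scale the total counts of a sample, were lowest at 2 h (0.787 ± 0.00878, mean ± SD, n = 4) and highest at 16 h (1.22 ± 0.0427), with 1.09 ± 0.0473 at 0 h. RPKM relative to total counts and TMM-scaled RPKM differ by these factors. Absolute amounts of mRNA were not analysed here.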

We expressed mRNA and protein concentrations as relative units after normalization by the total amount of mRNA and protein at each time point, as was done in other dynamic transcriptome studies analyzing early *Drosophila* development^28,43^. This implicitly assumes that total mRNA and protein mass do not change significantly during development. The conclusion of a stable total protein expression across developmental stages is supported by a recent single-embryo proteome survey^44^. Furthermore, a recent study used spike-in controls for absolute quantification of 68 mRNAs in developing *Drosophila* embryos^45^. We quantitatively compared our relative RNA expression values to their corresponding absolute transcript counts and found a good agreement in time-dependent transcriptome changes (Supplementary Figure 7).

There is a recent interest in explaining the moderate mRNA−protein correlation^3^. While it is appealing to attribute the lack of correlation to a widespread post-transcriptional regulatory network, correlation measures—although practical—do not reflect the complex temporal connection between mRNA and protein dynamics. This is especially true if the correlation analysis is limited to the global mRNA−protein relationship at a single time point. Using mathematical models, we show that a low correlation of mRNA and protein time courses does not necessarily imply post-transcriptional regulation, but could be explained based on protein turnover rates or deviations from steady-state at the onset of development. Thus, the analysis of time-resolved mRNA and protein expression data using mechanistic mathematical models of translation is superior when compared to simple correlation analysis.

Few studies have quantitatively modeled time-course data to investigate the transcriptome/proteome relationship^23–26^. Most of these studies employ protein expression models comparable to ours, but do not explicitly identify post-transcriptionally regulated genes. Using our combined model rejection and model selection approach, we determined post-transcriptional regulation during *Drosophila* embryogenesis for about 16% of expressed proteins. We establish further confidence in these candidates using a combination of in silico benchmarking and published evidence for post-transcriptional regulation provided by ribosome profiling^21^. We find that post-transcriptionally regulated proteins are enriched for certain biological functions and identify potential mechanisms by RBP motif analysis.

Previous studies also reported comparatively low numbers of post-transcriptionally controlled genes: Investigating the response of dendritic cells to LPS stimulation, Jovanovic et al. can explain 79% of the protein variance based on a simple model of protein translation^26^. They further concluded that post-transcriptional regulation is relevant predominantly for the regulation of absolute protein levels rather than fold-changes upon stimulation. Another study characterized early *Xenopus* embryonic development and classified proteins into four simple models of translation using model fitting and selection^25^. Only few proteins are not classified into one of the four groups, suggesting limited importance of post-transcriptional regulation during early embryonic development. Two proteomic studies on mammalian circadian rythmicity and on yeast amino acid starvation report fractions of 20−30% of potentially post-transcriptionally regulated proteins^5,29^. This indicates that the low degree of post-transcriptional regulation may be conserved across organisms.

For *Drosophila* development, our analysis shows that most post-transcriptional control occurs within the first few hours after fertilization, i.e. before or during MZT. In addition, based on our models, we evidenced wide-spread delay of protein production until the onset of MZT. Translation-on-demand mechanisms have been postulated in yeast^31,46^ and neurons^47^ but to our knowledge not yet for metazoan embryonic development. Interestingly, the proteins with delayed production are enriched for GO terms related to protein catabolic processes, suggesting that induced protein translation may in turn trigger the degradation of maternal proteins at the onset of MZT^35^.

Based on sequence motif analyses, we hypothesized that the RBP Hrb98DE is a post-transcriptional regulator of sugar metabolism during early embryogenesis. Indeed, a global remodeling of energy production can be observed during *Drosophila* development^48^. Collectively, our results and previous work suggest that this remodeling is largely coordinated at the post-transcriptional level^24,29^.

Overall, we provide a framework for investigating gene regulation in large-scale paired RNA−protein datasets, by which we identified genes under strong post-transcriptional control.

## Methods

### Collection of embryos for RNA-Seq

Population cages of wild-type Oregon R flies containing only fertilized females were maintained at 25 °C. Embryos were collected on standard agar apple juice plates in 30 min laying time windows and processed immediately (0 h time point) or aged at 25 °C for the required period (1, 2, 3, 4, 5, 6, 8, 10, 12, 14, 16, 18, 20 h). After collection, embryos were dechorionated using 7.5% hypochlorite for 2 min and rinsed with water. At this point, approximately 30% of the embryos (20 µl embryo pellets) were transferred to PBS buffer for lysis and mass spectrometry measurement. To check for correct and homogeneity of stages, approximately 10% of each sample was fixed and staged. The remaining samples were snap-frozen in liquid nitrogen and stored at −80 °C. Proteome extraction was performed previously as described in Casas-Vila et al.^27^. Total RNA was extracted from approximately 20 µl embryo pellets with the RNeasy Mini Kit (Qiagen) and RNA integrity checked by Bioanalyzer.

### In vivo knockdown experiments

Females carrying one of two *Hrb98DE* dsRNA transgenes (obtained from Bloomington *Drosophila* Stock Center: # 31303 and 32351) were crossed with males carrying the *actin*-GAL4 driver for 3 days to allow mating. On the fourth day, flies were transferred to conical flasks covered with apple agar plates and females were allowed to lay eggs for 45 min at 29 °C. Embryos were developed for another 7 h at 29 °C and subsequently transferred into tubes containing 1× PBS. For control, actin-Gal4 males were crossed with WT females and experimental flies were harvested and treated in parallel to control flies.

### Cell culture

Experimental knockdown of Hrb98DE in S2R+ cells was performed using two distinct dsRNAs. *Drosophila* S2R+ cells were cultured at 25 °C in *Schneider’s Drosophila* Medium (GIBCO, Cat-No 21720) supplemented with 10% FBS and 2% penicillin/streptomycin. For knockdown experiments, dsRNA was synthesized overnight at 37 °C using the Hi-Scribe T7 kit (NEB, Cat-No-E2040). dsRNA was transfected in S2R+ cells by serum starvation for 6 h. The treatment was repeated twice and cells were harvested 5 days after the first treatment. Primer sequences to amplify dsRNA templates are listed in Supplementary Table 1.

### qRT-PCR

Three micrograms total RNA was transcribed into cDNA using MMLV reverse transcriptase (Promega). qRT-PCR analysis was performed using a ViiA7 real-time PCR system (Applied Biosystems). Measurements were done in triplicates and relative RNA levels were normalized to *rpl15* levels. qRT-PCR primer sequences are listed in Supplementary Table 1.

### Mass spectrometry measurement and label-free analysis

For mass spectrometry measurement of Hrb98DE in vivo knockdown, experiments were performed in biological triplicates. Embryos were homogenized in PBS with a microtube pestle, cells were pelleted at 1000 × *g* for 5 min at 4 °C and resuspended in 1× LDS buffer complemented with 0.1 M DTT. Samples were boiled for 10 min at 80 °C and proteins were separated on a 4−12% NuPAGE Bis/Tris gel for 10 min at 180 V in MOPS buffer.

For mass spectrometry measurement of Hrb98DE knockdown in S2R+ cells, experiments were performed in biological quadruplicates. Cell pellets were lysed in RIPA buffer (150 mM NaCl, 50 mM Tris-HCl pH 7.5, 0.1% sodium deoxycholate, 1% igepal CA-630) supplemented with protease inhibitor mix (Roche) for 30 min on ice and vortexed in between. After centrifugation at max speed for 10 min at 4 °C, the cleared supernatant was recovered and protein concentration determined using Bradford. Sixty microgram protein lysate was fractionated by SDS PAGE (three slices per sample).

For Hrb98DE knockdown experiments in vivo and S2R+ cells, gels were cut and destained with 50% EtOH/25 mM ammonium bicarbonate (pH 8) (ABC). After dehydration of the gel pieces with 100% acetonitrile (ACN), samples were dried for 5 min in a concentrator (Eppendorf) and afterwards incubated with reduction buffer (10 mM DTT in 50 mM ABC) for 30 min. The reduction buffer was removed, substituted with alkylation buffer (50 mM IAA in 50 mM ABC) and then subjected to 30 min incubation. Gel pieces were completely dehydrated with ACN and covered in trypsin solution (1 μg trypsin in 50 mM ABC per sample). Proteins were digested overnight at 37 °C. Tryptic peptides were extracted twice by incubation with extraction buffer (3% TFA and 30% ACN) for 15 min and afterwards with 100% ACN. After reduction of the volume of the elution fraction to about 10−20% in a concentrator (Eppendorf), the peptides were passed through a StageTip. StageTips were prepared using two layers of C18 material (Empore) which was activated with methanol, washed with buffer B (80% ACN, 0.1% formic acid) and equilibrated once with buffer A (50 mM ABC, 0.1% formic acid). Extracted peptides were loaded on the StageTips, washed with buffer A and peptides were eluted with 30 μl buffer B and concentrated. Peptides were separated by nanoflow liquid chromatography on an EASY-nLC 1000 system (Thermo) coupled to a Q Exactive Plus mass spectrometer (Thermo). Separation was achieved by a 25 cm capillary (New Objective) packed in-house with ReproSil-Pur C18-AQ 1.9 μm resin (Dr. Maisch). The column was mounted on an Easy Flex Nano Source and temperature controlled by a column oven (Sonation) at 40 °C using SprayQC. Peptides were separated chromatographically by a 240 min gradient from 2 to 40% acetonitrile in 0.5% formic acid with a flow rate of 200 nl/min. Spray voltage was set between 2.4 and 2.6 kV. The instrument was operated in data-dependent mode performing a top10 MS/MS per MS full scan. Isotope patterns with unassigned and charge state 1 were excluded. MS scans were conducted with 70,000 and MS/MS scans with 17,500 resolution. The raw measurement files were analyzed with MaxQuant 1.5.2.8 standard settings except LFQ quantitation^30^ and match between runs option was activated. The standard search parameters were as follows: carbamidomethylation on cysteine as fixed modification, methionine oxidation and protein N-terminal acetylation as variable modification, a minimum peptide length of seven amino acids, specific digestion with trypsin/P with maximal two miscleavages, MS search tolerance for initial search set to 20 ppm and 4.5 ppm for main search, identifications FDR-controlled (<0.01) on peptide level and protein level. Alternatively, quantification was performed using iBAQ^4^. The raw data were searched against the translated ENSEMBL transcript databases (release 79) of *D. melanogaster* (30,362 translated entries) and the *Saccharomyces cerevisiae* protein database (6692 entries). Known contaminants, protein groups only identified by site and reverse hits of the MaxQuant results were removed. A distribution calculated via the logspline R package of each replicate per time point as density function was used to impute the missing values. The mean of measured replicates or the average of two surrounding time points were used as a central value for the imputation distribution calculated using the zoo R package^49^. In case the gap was bigger than a single time point, as well as single measurements with no surrounding values, they were replaced by a fixed small value of 22.5 in log2 scale.

### RNA-Sequencing

NGS library prep was performed with Illumina’s TruSeq stranded mRNA LT Sample Prep Kit following Illumina’s standard protocol (Part #15031047 Rev. E). Libraries were prepared with a starting amount of 500 ng and amplified in 11 PCR cycles. Libraries were profiled in a High Sensitivity DNA on a 2100 Bioanalyzer (Agilent technologies) and quantified using the Qubit dsDNA HS Assay Kit, in a Qubit 2.0 Fluorometer (Life technologies). All 68 embryo samples were pooled in equimolar ratio and sequenced on 8 HiSeq 2500 lanes, SR for 1× 51 cycles plus 7 cycles for the index read. S2R+ samples were sequenced with a Mid Output kit using PE2x 79 bp.

The RNA-Seq measurement of the embryo time course yielded an average 18 M reads per sample. 

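The counting reported 17.6 M reads per sample on average, of which 16.7 M were on genes. A median RPKM above 2 was reached by 6743 genes at 0 h, 6324 at 1 h, 6380 at 2 h and 6746 at 3 h, and by 8693 at 20 h, out of 17271 genes with a length. At any time point it was reached by 9669. Single replicates differed in this number by an SD of 351 at 0 h, 71.2 at 1 h and 187 at 20 h (n = 4). Above 1 RPKM, the numbers were 7362 at 0 h and 9522 at 20 h.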

Reads were mapped to the BDGP6 fly reference from Ensembl version 79^50^ using STAR^51^ version 2.4.0 h, allowing up to two mismatches, a minimum intron length of 21, discarding reads mapping to more than ten loci, and eventually keeping only the primary alignment. We assessed the quality of the sequenced reads with FastQC^52^, dupRadar^53^ and other in-house developed tools. We then counted reads per gene using htseq-count^54^ from the HTSeq package with the default “union” mode and using the gene model provided by Ensembl for the same assembly version (BDGP6 version 79).

RNA-Seq of Hrb98DE knockdown in S2R+ cells was performed in biological quadruplicates for each dsRNA. In the S2R+ samples, we obtained an average of 31 M paired reads per sample, assessing the quality using the same strategy described above. For these samples, we used STAR version 2.5.1b to align the reads to the BDGP6 fly reference from Ensembl version 90, using the same parameters as before. To quantify read counts we used an equivalent quantification procedure as described for the in vivo data, applied using the same parameters: FeatureCounts^55^ from the Subread package version 1.4.6-p2 was used in order to count reads per gene, also with the default “union” parameters and using the gene model provided by Ensembl for the same assembly version used for mapping (BDGP6 version 90). We estimated the isoform abundance with the Miso package^56^, as described in their pipeline (miso --run, miso_pack, summarize_miso). MISO estimates differential splicing of individual exons. For genes containing multiple exons, we designate the complete locus as being differentially spliced if at least one of the exons changes significantly upon knockdown.

### Time-course clustering

From the mass spectrometry data, we selected 3761 proteins for further analysis based on their number of missing values (maximum four LFQ values below the detection limit out of 14 time points). Both mRNA and protein data including imputed values (see Casas-Vila et al.^27^) was normalized by the respective value at 0 h, log10 transformed, and scaled to minimum and maximum values between −1 and 1. A hierarchical clustering approach was applied to the processed data with imputed values: For this, pairwise distances between all mRNA−protein time courses were calculated using the Euclidean distance. Clusters were merged using a complete-linkage criterion.

### Correlation analysis

Global Spearman correlation coefficients between mRNA (RPKM) and protein (LFQ, IBAQ) samples were calculated using only proteins showing largest absolute fold-changes compared to the 0 h time point (top 500). Values for which no protein measurement value exists, were not considered in this as well as the following analysis, i.e. no imputed values were taken into account.

We calculated the Spearman correlation coefficients between individual mRNA (RPKM) and protein for all (LFQ: 3761, IBAQ: 4179) time courses based on even time points only (*t* = {0, 2, 4, 6, 8, 10, 12, 14, 16, 18, 20}). Shifts were introduced by matching mRNA at time *t*_*n*_ with protein at time *t*_*n*__ + __*i*_ with $$i \in {\Bbb Z}: - 5 \le i \le 5$$. Unmatched time points were left out, leading to a minimum number of six paired values for the assessment of correlation. mRNA/protein correlations with a *p* value < 0.05 (*p* value returned by scipy.stats.spearmanr—Student’s *t* test, two-sided) were chosen as significant.

### Model fitting and evaluation

Before fitting, protein data were rescaled by its global mean value over all proteins to avoid numerical issues due to overly large LFQ values. On each time interval between two subsequent measured time points the model variants (stationary, degradation, production, delayed-production) can be solved analytically if the input mRNA time course on each interval is described using a linear function *u*(*t*) *=* *mt* + *b*. The explicit solution for the delay model

1 $$\frac{{{\mathrm d}y\left( {t,\theta ,u} \right)}}{{{\mathrm d}t}} = \alpha h\left( {t - \tau } \right)\left( {mt + b} \right) - \lambda y\left( {t,\theta ,u} \right)$$

with initial value

2 $$y\left( {t = 0} \right) = y_0$$

then becomes

3 $$y\left( t \right) = \alpha h\left( {t - \tau } \right)\left( {b\lambda ^{ - 1} - m\lambda ^{ - 2} + mt\lambda ^{ - 1}} \right) + ce^{\lambda t}$$

with

4 $$c = y_0 - \alpha h\left( { - \tau } \right)\left( {b\lambda ^{ - 1} + m\lambda ^{ - 2}} \right).$$

In the above equation *y* denotes measured protein, *α* and *λ* the production and degradation rate, respectively. The Heaviside function *h* is used to suppress the production term in the delay model with *τ* being the time delay.

Model parameters **θ** = {*y*_*0*_*, λ, α, τ*} were estimated by minimizing the weighted least-squares distance between modeled values (Eq. 3) and nonimputed protein data using a trust region reflective optimization scheme (scipy.optimize.least_squares in Python). Missing protein values (or their imputed counterparts) were not considered in the cost function.

5 $$\chi ^2\left( {\theta ,u} \right) = \mathop {\sum }\limits_i^n \frac{{\left( {y\left( {\theta ,u} \right)_i^{{\mathrm {model}}} - y_i^{{\mathrm {data}}}} \right)^2}}{{\sigma _i^2}}.$$

Here *n* denotes the number of data-points, *y* modeled or measured protein expression, **θ** = {*y0, α, λ, τ*} the parameter vector, and *σ* the weight for each data-point *i*. By relating mean and standard deviation of the four biological replicates, a linear error model was chosen to express *σ* dependent on mean protein expression (slope, 0.169, intercept, 0.0). 

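In the fits made here, the initial protein level could go down to 1e-07, which departs from the bound set before the data were examined, that of the methods. Of the 747 initial levels that Supplementary Data 1 lists for the pairs used, 363 are below 0.1, and the lowest is 1e-07. The other bounds were those of the paper. Values with the methods' bound are given beside the class, delay, half-life and steady-state results. None is given for the correlations of fitted with measured values, the rejections by group or the correlations in the production class. The same holds for mismatched pairs, time points left out, and the fits of *su(Hw)*, *mRpL23* and *Hrb87F*. The fitted initial level of *su(Hw)*, 0.0162, is below 0.1.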

Ranges for the parameters are chosen as follows: *y*_0_ ∈ [1e-1, 5e3], *λ* ∈ [ln(2)/1e3, ln(2)/1e-1], *α* ∈ [1e-5, 1e-1], *τ* ∈ [1e-5, 1e1]. In all cases, multi-start local optimization was carried out via latin-hypercube sampling and parameters were sampled on a logarithmic scale. Depending on the model complexity, a different number of initial parameter samples was chosen (degradation model: 5, production model: 5, delayed-production model: 25).

Model rejection was carried out by applying a *χ*^2^-test to the weighted squared residuals between model and data^57^. To further exclude strong systematic deviations between model and data, the residuals were subjected to a Durbin−Watson (DW) test. Normality of model residuals was checked comparing residuals of the complete model (delayed-production) with a standard normal distribution (Supplementary Figure 8). The empirical distribution of both test statistics (*χ*^2^ and DW-test) was determined using a parametric bootstrap approach. Here the best model fit was resampled 1000 times assuming normally distributed noise with mean zero and standard deviation corresponding to the data-point of the randomized observable. Models were fit to bootstrapped data using the optimization procedure outlined above with estimated parameters of the original fit as initial parameter vector. *p* values for each test statistic were calculated from the empirical cumulative density function of their distribution and corrected via the Benjamini−Hochberg (BH) procedure. Only if a model fit passed both *χ*^2^- and Durbin−Watson-tests (BH corrected *p* value < 0.05), a model variant was considered feasible for the mRNA−protein pair under consideration.

If multiple models remain possible for a given mRNA−protein pair after testing, model selection was carried out using a stepwise likelihood-ratio test with *α* = 0.95 (one-tailed). For both the stationary and the degradation model, correction criteria were applied according to the procedure described in Supplementary Note 3. For all estimated parameters 95% confidence intervals were calculated using a profile likelihood approach^58^ (see Supplementary Data 1).

### Model analysis

Proteins with an estimated upper confidence interval limit of the half-life below the median value of all protein half-lives were selected as proteins with short half-lives (313 proteins). Inversely, the lower confidence interval limit needed to be above the median estimated half-life for a protein to be classified as having a long half-life (237 proteins).

Theoretical protein steady-states were calculated based on estimated parameter values as

6 $$y_t^{{\mathrm {ss}}} = \alpha u\left( t \right)/\lambda,$$

where *α* denotes the estimated protein production rate, *λ* the estimated protein degradation rate and **u**(*t*) the measured mRNA abundance either at *t* *=* 0 or *t* *=* 20. A protein was considered in steady-state at *t* *=* 0 if its measured concentration at this time point was within 20% of the estimated steady-state as *t* = 0. This resulted in 481 proteins to be classified as in steady-state, while a combination of this set with proteins with short half-lives consisted of 95 proteins. Correlation was calculated as in section Correlation analysis of the Methods with no time shift considered between mRNA and protein.

### Gene set enrichment analysis

GO term enrichment for protein groups lists was carried out using Gorilla^59^. As background the list of 3761 reproducibly measured proteins was chosen. Results were filtered using a corrected *p* value of <0.05 (Benjamini and Hochberg correction). Plotting was done using Multi-Dimensional Scaling implemented in the sklearn package provided for python based on a distance metric obtained using semantic similarity between GO terms. Semantic similarities were retrieved from the bioconductor package “GOSemSim”^60^ using the Wang distance metric.

Seventeen proteins with the following GO terms have been selected for Supplementary Figure 5a: “monosaccharide metabolic process” (GO:0005996), “glucose metabolic process” (GO:0006006), “monosaccharide biosynthetic process” (GO:0046364), “carbohydrate biosynthetic process” (GO:0016051), “hexose metabolic process” (GO:0019318), “gluconeogenesis” (GO:0006094), “hexose biosynthetic process” (GO:0019319). Proteins (34) assigned the following GO terms are plotted in Supplementary Figure 5b: “mitotic spindle organization” (GO:0007052), “mitotic cell cycle process” (GO:1903047), “cell cycle process” (GO:0022402), “microtubule cytoskeleton organization involved in mitosis” (GO:1902850), “mitotic centrosome separation” (GO:0007100).

### Motif analysis

Motif analysis was carried out using AME^61^. Input sequences were defined as one of the following: the common transcript sequence between all mapped transcripts for each protein, the longest transcript sequence, longest 3′UTR sequence, longest 5′UTR sequence, or longest coding sequence. The motif database was taken from Ray et al., which included 67 motifs mapping to 51 RBPs^37^. Using AME, sequence motif scoring method was based on total hits. Motif match threshold was *p* *<* 0.0002 (Fisher’s exact). Background was estimated from the sequences of the 3761 reproducibly measured proteins. As control all sequences not in the group were chosen. Statistical test for enrichment/association was Fisher’s exact. The threshold values for reported results was set to an adjusted *p* value of 0.05 (Benjamini and Hochberg correction). Individual motif occurrences were identified using FIMO^62^ with a *p* value threshold of *p* *<* 0.0002 (Fisher’s exact) for reported motifs. Multiple motif copies in the motif database were grouped by calculating the union over all transcripts.

### Statistical analysis of Hrb98DE knockdown in vivo

Only proteins quantified in all measured samples (*actin* KD1 and *actin* KD2, each in biological triplicates) were chosen for statistical analysis of the in vivo knockdown. Additionally only the overlap of genes uniquely identified in the embryonic time course as well as the in vivo knockdown were considered (2600 genes). Differentially expressed proteins were determined using an independent *t* test (*p* < 0.01, two-tailed) and absolute fold-change > 2.0. Significant overlap between differentially expressed genes and different model classes or Hrb98DE targets was assessed using a hypergeometric test.

Genes are considered targeted by Hrb98DE if identified as such by the study of Ji and Tulin^40^, the study of Blanchette et al.^41^ or containing an Hbr98DE binding motif (section Motif analysis). Target genes identified in Ji and Tulin were kindly provided by Alexei Tulin. Target genes according to Blanchette et al. were determined re-analyzing the raw data according to the methods described in ref. ^57^, and using a fold-change cutoff of log2 > 10 between immunoprecipitation and control samples.

### Statistical analysis of Hrb98DE knockdown in S2R+ cells

Protein with NaN values in any of the tested conditions were filtered out before differential expression was assessed using an independent *t* test between Hrb98DE knockdown and LacZ control. As thresholds for differentially expressed protein a *p* value < 0.01 (*t* test, two-tailed, *n* = 4) and fold-change cutoff > 50% was chosen. In the RNAseq data, nonexpressed mRNAs were removed based on a mean RPKM over all samples > 1. We obtained mRNA statistics using DESeq2^63^ version 1.14.1, using the default Wald test to calculate the significance and applying automatic independent filtering to avoid testing genes which were poor candidates of being differentially expressed (maximizes the number of adjusted *p* values less than alpha = 0.1). Differentially expressed mRNA were identified using a threshold of <0.05 for BH corrected *p* values (*n* = 3) and a fold-change cutoff of >30% change.

To identify differentially spliced genes we used DEXSeq^64^ in the following way: we recounted reads on exons using the default htseq union mode; not discarding reads spanning multiple exons; taking into account that data is paired-end but without discarding singletons. DEXSeq is a specialization of the NB-GLM approach and internally uses DESeq2 to test for differential exon usage, and we modeled our data with the formula “~ sample + exon + condition:exon”, looking for changes in exon abundance that could be explained by the KD (hence the interaction term in the formula). Finally, we considered that genes could show a differential splicing pattern if they included exon abundance changes of at least 50% between conditions at FDR 1%. Dupradar, DESeq2 and DEXSeq are part of the Bioconductor^65^ project. Genes associated with the GO-term “regulation of glucose metabolic process” (GO:010906) were retrieved from FlyMine v45.1 2017.

### Code availability

The code to classify paired mRNA/protein time courses is available using the following link: https://github.com/Legewie/PyProt (10.5281/zenodo.1435819). All code made available is licensed under the GNU General Public License (Version 3, 29 June 2007).

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD011238. The RNA-Seq data of this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE121160 and GSE121161. A Reporting Summary for this Article is available as a Supplementary Information file. All other data supporting the findings of this study are available from the corresponding authors on reasonable request.

## References

[1] de Sousa Abreu, R., Penalva, L. O., Marcotte, E. M. & Vogel, C. Global signatures of protein and mRNA expression levels. *Mol. Biosyst*. 10.1039/b908315d (2009).10.1039/b908315dPMC408997720023718

[2] Maier T, Güell M, Serrano L (2009). Correlation of mRNA and protein in complex biological samples. FEBS Lett..

[3] Liu Y, Beyer A, Aebersold R (2016). On the dependency of cellular protein levels on mRNA abundance. Cell.

[4] Schwanhausser B (2011). Global quantification of mammalian gene expression control. Nature.

[5] Ingolia NT, Ghaemmaghami S, Newman JRS, Weissman JS (2009). Genome-wide analysis in vivo of translation with nucleotide resolution using ribosome profiling. Science.

[6] McShane E (2016). Kinetic analysis of protein stability reveals age-dependent degradation. Cell.

[7] Lau, E. et al. Integrated omics dissection of proteome dynamics during cardiac remodeling. *Nat. Commun*. 10.1038/s41467-017-02467-3 (2018).10.1038/s41467-017-02467-3PMC576072329317621

[8] Becker K (2013). Reverse-engineering post-transcriptional regulation of gap genes in *Drosophila melanogaster*. PLoS Comput. Biol..

[9] Gedeon T, Bokes P (2012). Delayed protein synthesis reduces the correlation between mRNA and protein fluctuations. Biophys. J..

[10] Lee MV (2011). A dynamic model of proteome changes reveals new roles for transcript alteration in yeast. Mol. Syst. Biol..

[11] Taniguchi Y (2010). Quantifying E. coli proteome and transcriptome with single-molecule sensitivity in single cells. Science.

[12] Bushati N, Stark A, Brennecke J, Cohen SM (2008). Temporal reciprocity of miRNAs and their targets during the maternal-to-zygotic transition in Drosophila. Curr. Biol..

[13] Filipowicz W, Bhattacharyya SN, Sonenberg N (2008). Mechanisms of post-transcriptional regulation by microRNAs: are the answers in sight?. Nat. Rev. Genet..

[14] Glisovic T, Bachorik JL, Yong J, Dreyfuss G (2008). RNA-binding proteins and post-transcriptional gene regulation. FEBS Lett..

[15] Roignant JY, Soller M (2017). m6A in mRNA: an ancient mechanism for fine-tuning gene expression. Trends Genet..

[16] Roundtree IA, Evans ME, Pan T, He C (2017). Dynamic RNA modifications in gene expression regulation. Cell.

[17] Gouw JW (2009). In vivo stable isotope labeling of fruit flies reveals post-transcriptional regulation in the maternal-to-zygotic transition. Mol. Cell. Proteom..

[18] Tadros W, Lipshitz HD (2009). The maternal-to-zygotic transition: a play in two acts. Development.

[19] Murata Y, Wharton RP (1995). Binding of pumilio to maternal hunchback mRNA is required for posterior patterning in drosophila embryos. Cell.

[20] Sonenberg N, Hinnebusch AG (2009). Regulation of translation initiation in eukaryotes: mechanisms and biological targets. Cell.

[21] Qin X, Ahn S, Speed TP, Rubin GM (2007). Global analyses of mRNA translational control during early Drosophila embryogenesis. Genome Biol..

[22] Sysoev VO (2016). Global changes of the RNA-bound proteome during the maternal-to-zygotic transition in Drosophila. Nat. Commun..

[23] Teo Guoshou, Vogel Christine, Ghosh Debashis, Kim Sinae, Choi Hyungwon (2013). PECA: A Novel Statistical Tool for Deconvoluting Time-Dependent Gene Expression Regulation. Journal of Proteome Research.

[24] Cheng Z., Teo G., Krueger S., Rock T. M., Koh H. W., Choi H., Vogel C. (2016). Differential dynamics of the mammalian mRNA and protein expression response to misfolding stress. Molecular Systems Biology.

[25] Peshkin L (2015). On the relationship of protein and mRNA dynamics in vertebrate embryonic development. Dev Cell..

[26] Jovanovic M (2015). Immunogenetics. Dynamic profiling of the protein life cycle in response to pathogens. Science.

[27] Casas-Vila N (2017). The developmental proteome of *Drosophila melanogaster*. Genome Res..

[28] Graveley B, Brooks A, Carlson J (2011). The developmental transcriptome of *Drosophila melanogaster*. Nature.

[29] Robles MS, Cox J, Mann M (2014). In-vivo quantitative proteomics reveals a key contribution of post-transcriptional mechanisms to the circadian regulation of liver metabolism. PLoS Genet..

[30] Cox J (2014). Accurate proteome-wide label-free quantification by delayed normalization and maximal peptide ratio extraction, termed MaxLFQ. Mol. Cell. Proteom..

[31] Beyer A, Hollunder J, Nasheuer HP, Wilhelm T (2004). Post-transcriptional expression regulation in the yeast *Saccharomyces cerevisiae* on a genomic scale. Mol. Cell. Proteom..

[32] Hargrove JL, Schmidt FH (1989). The role of mRNA and protein stability in gene expression. FASEB J..

[33] Wu G, Nie L, Zhang W (2008). Integrative analyses of posttranscriptional regulation in the yeast Saccharomyces cerevisiae using transcriptomic and proteomic data. Curr. Microbiol..

[34] Lasko P (2016). mRNA localization and translational control in Drosophila oogenesis. Cold Spring Harb. Perspect. Biol..

[35] De Renzis S, Elemento O, Tavazoie S, Wieschaus EF (2007). Unmasking activation of the zygotic genome using chromosomal deletions in the Drosophila embryo. PLoS Biol..

[36] Groisman I, Jung MY, Sarkissian M, Cao Q, Richter JD (2002). Translational control of the embryonic cell cycle. Cell.

[37] Ray D (2013). A compendium of RNA-binding motifs for decoding gene regulation. Nature.

[38] Ducat D, Shin-ichi K, Hongbin L, John RY, Zheng Y (2008). Regulation of microtubule assembly and organization in mitosis by the AAA ATPase pontin. Mol. Biol. Cell.

[39] Ugrankar R (2015). Drosophila glucome screening identifies Ck1alpha as a regulator of mammalian glucose metabolism. Nat. Commun..

[40] Ji Y, Tulin AV (2016). Poly(ADP-ribosyl)ation of hnRNP A1 protein controls translational repression in Drosophila. Mol. Cell. Biol..

[41] Blanchette M (2009). Genome-wide analysis of alternative pre-mRNA splicing and RNA-binding specificities of the Drosophila hnRNP A/B family members. Mol. Cell.

[42] Brooks AN (2015). Regulation of alternative splicing in Drosophila by 56 RNA binding proteins. Genome Res..

[43] Daines B., Wang H., Wang L., Li Y., Han Y., Emmert D., Gelbart W., Wang X., Li W., Gibbs R., Chen R. (2010). The Drosophila melanogaster transcriptome by paired-end RNA sequencing. Genome Research.

[44] Hughes C. S., Foehr S., Garfield D. A., Furlong E. E., Steinmetz L. M., Krijgsveld J. (2014). Ultrasensitive proteome analysis using paramagnetic bead technology. Molecular Systems Biology.

[45] Sandler J. E., Stathopoulos A. (2016). Quantitative Single-Embryo Profile of Drosophila Genome Activation and the Dorsal-Ventral Patterning Network. Genetics.

[46] Brockmann R, Beyer A, Heinisch JJ, Wilhelm T (2007). Posttranscriptional expression regulation: what determines translation rates?. PLoS Comput. Biol..

[47] Liu-Yesucevitz L (2011). Local RNA translation at the synapse and in disease. J. Neurosci..

[48] Fabre B (2016). Analysis of Drosophila melanogaster proteome dynamics during embryonic development by a combination of label-free proteomics approaches. Proteomics.

[49] Zeileis, A. & Grothendieck, G. *zoo: An S3 Class and Methods for Indexed Totally Ordered Observations* (Institut für Statistik und Mathematik, WU Vienna University of Economics and Business, Vienna, 2005).

[50] Yates A (2016). Ensembl 2016. Nucleic Acids Res..

[51] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[52] Andrews, S. FastQC: a quality control tool for high throughput sequence data. http://Www.Bioinformatics.Babraham.Ac.Uk/Projects/Fastqc/ or http://www.bioinformatics.babraham.ac.uk/projects/ (2010). citeulike-article-id:11583827

[53] Sayols S, Scherzinger D, Klein H (2016). dupRadar: a Bioconductor package for the assessment of PCR artifacts in RNA-Seq data. BMC Bioinforma..

[54] Anders S, Pyl PT, Huber W (2015). HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics.

[55] Liao Y, Smyth GK, Shi W (2014). FeatureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[56] Katz Y, Wang ET, Airoldi EM, Burge CB (2010). Analysis and design of RNA sequencing experiments for identifying isoform regulation. Nat. Methods.

[57] Cedersund G, Roll J (2009). Systems biology: model based evaluation and comparison of potential explanations for given biological data. FEBS J..

[58] Raue a, Kreutz C, Maiwald T, Klingmuller U, Timmer J (2011). Addressing parameter identifiability by model-based experimentation. IET Syst. Biol..

[59] Eden E, Navon R, Steinfeld I, Lipson D, Yakhini Z (2009). GOrilla: a tool for discovery and visualization of enriched GO terms in ranked gene lists. BMC Bioinforma..

[60] Yu G (2010). GOSemSim: an R package for measuring semantic similarity among GO terms and gene products. Bioinformatics.

[61] McLeay RC, Bailey TL (2010). Motif enrichment analysis: a unified framework and an evaluation on ChIP data. BMC Bioinforma..

[62] Grant CE, Bailey TL, Noble WS (2011). FIMO: scanning for occurrences of a given motif. Bioinformatics.

[63] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[64] Anders S, Reyes A, Huber W (2012). Detecting differential usage of exons from RNA-seq data. Genome Res..

[65] Huber W (2015). Orchestrating high-throughput genomic analysis with Bioconductor. Nat. Methods.

# Supplementary material for: Quantifying post-transcriptional regulation in the development of Drosophila melanogaster
**Source:** Nat Commun. 2018 Nov 26;9:4970. doi: 10.1038/s41467-018-07455-9
**Supplement:** Supplementary file 1 — Supplementary Information

**a**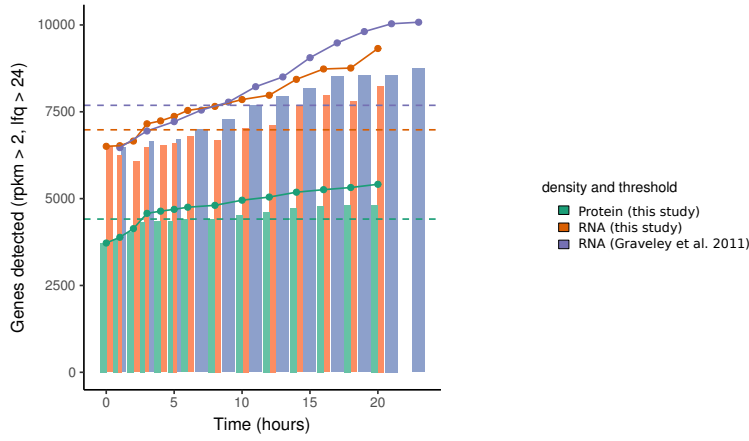**b**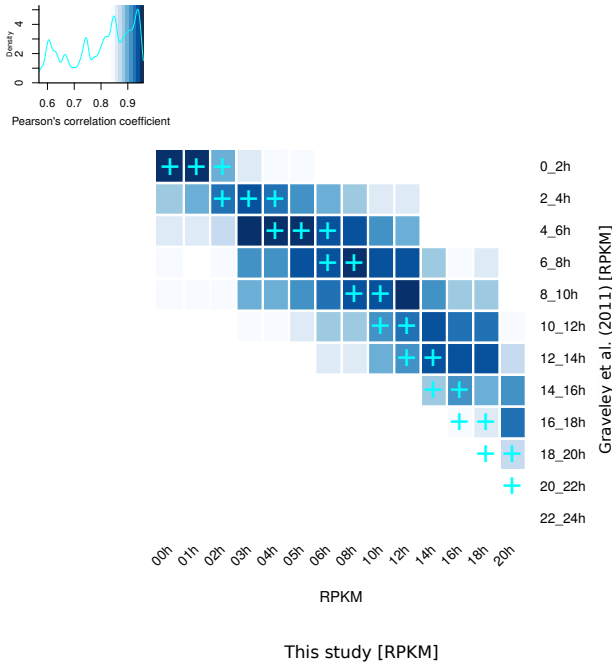**c**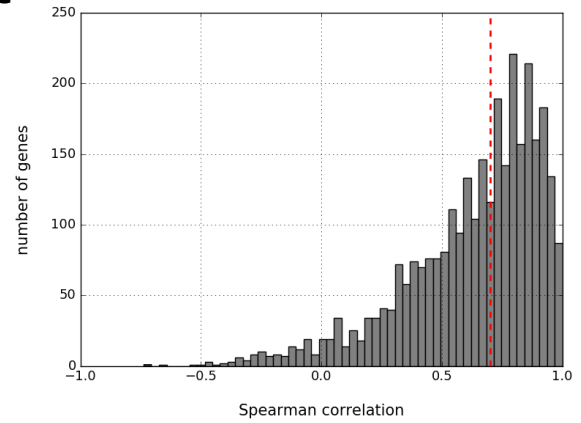**d**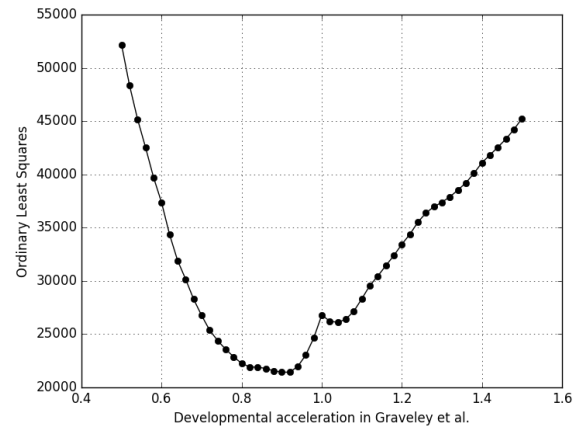

**Supplementary Figure 1 - Comparison of *Drosophila* embryogenesis RNA-Seq datasets:** **a** Coverage of transcriptomic and proteomic data. Left panel: Number of genes detected in each sample for RNA-Seq from Graveley et al. (2011) (purple), RNA-Seq in this study (orange) and mass-spectrometry based proteomics (green). Right panel: Density distribution of transcript abundance in Reads per kilo base per million mapped reads (RPKM) from this study and Graveley et al. (2011) as well as density distribution of log2 measured Label-Free Quantification (LFQ). Same color code as in the left panel. **b** Global correlation between samples of RNA-Seq data from Graveley et al. (2011) and RNA-Seq in this study. Pearson correlations between the two transcriptomes for each embryogenesis time point based on commonly identified genes in both datasets (12,478 genes). Approximately matching time points between studies are indicated by (+). **c** Individual mRNAs show similar dynamics in Graveley et al. (2011) and our dataset. For each of the 12,478 common genes, the Spearman correlation between time courses were calculated along the time course (in case of non-matching time points, our data was compared to the earlier time point in the published data). The histogram shows the distribution of correlation coefficients over all 12,478 genes. The red dashed line indicates the median of all Spearman correlations. **d** Developmental progress was accelerated in the Graveley et al. (2011) dataset compared to our experiment. The time axis for Graveley et al. (2011) was compressed by an acceleration factor (x-axis; 1: no acceleration; <1: acceleration; >1: deceleration of mRNA dynamics). Differences in the mRNA time courses of both datasets were quantified by calculating the ordinary least squares difference of summed transcript abundance of all time points and genes (y-axis). Data from Graveley et al. (2011) (multiplied by the acceleration factor) underwent linear interpolation to obtain matching time points with our RNA-Seq dataset.

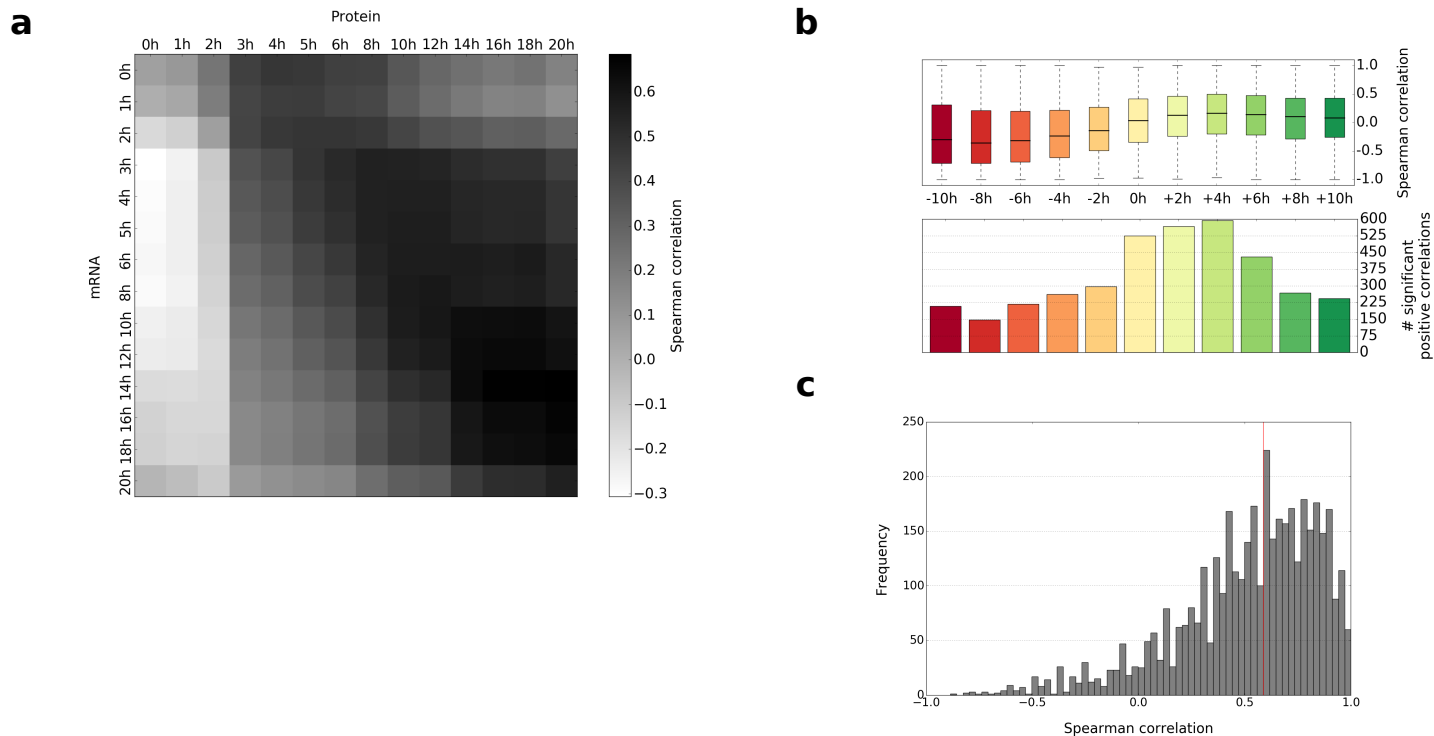

**Supplementary Figure 2 - Minor impact of proteome quantification method (LFQ vs. iBAQ) on mRNA/protein correlation:** **a** Heatmap showing the global mRNA/protein correlation using iBAQ quantification for proteome measurements. The plot shows the same as Figure 2A, except that for the proteome data iBAQ instead of LFQ quantification was used. **b** Local correlation of mRNA and protein time courses (similar to Figures 2C and D). The upper panel shows the distribution of calculated Spearman correlation for different time shifts where mRNA is shifted relative to iBAQ quantified protein (line: median; boxes: quartiles; whiskers: 95-percentile) (positive values correspond to a mRNA delay). Number of significant positive correlations ( $p < 0.05$ ,  $\rho > 0.0$ ) are indicated in the second panel. **c** Histogram of the distribution of maximum mRNA/protein correlations if only positive time-shifts are considered. Protein abundance was based on iBAQ values. The red line indicates the median of all Spearman correlations.

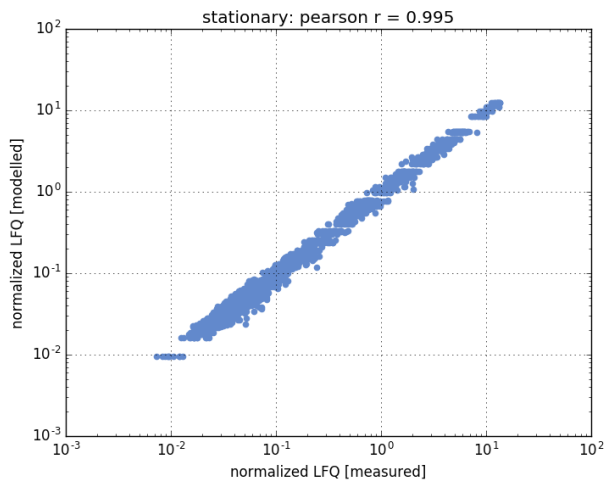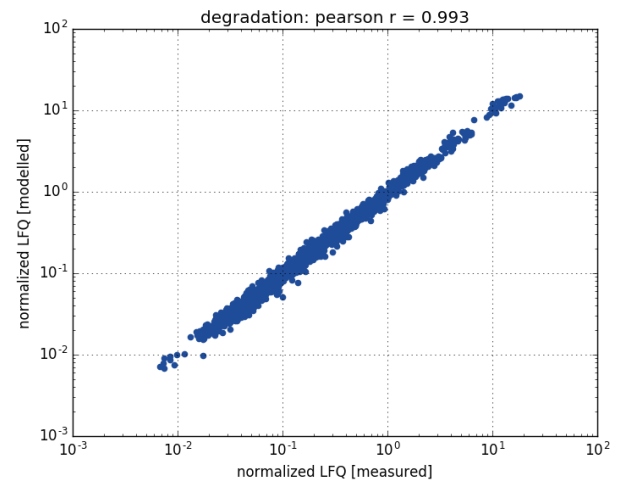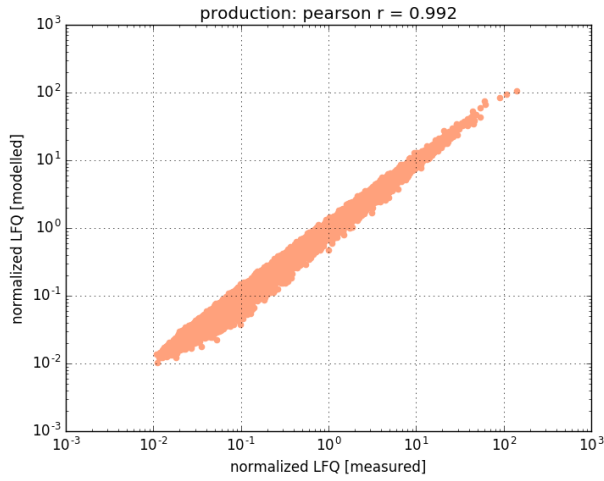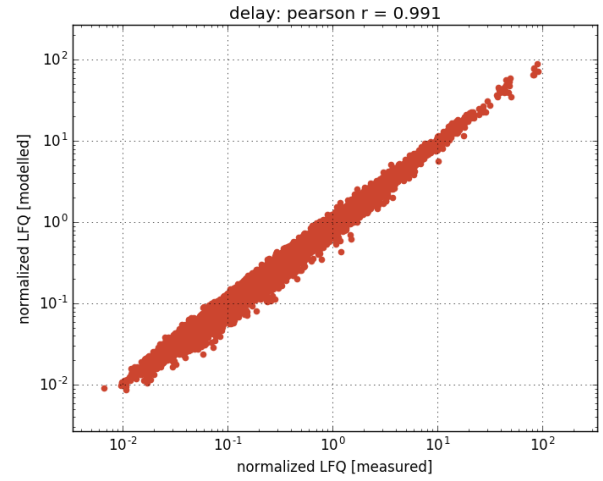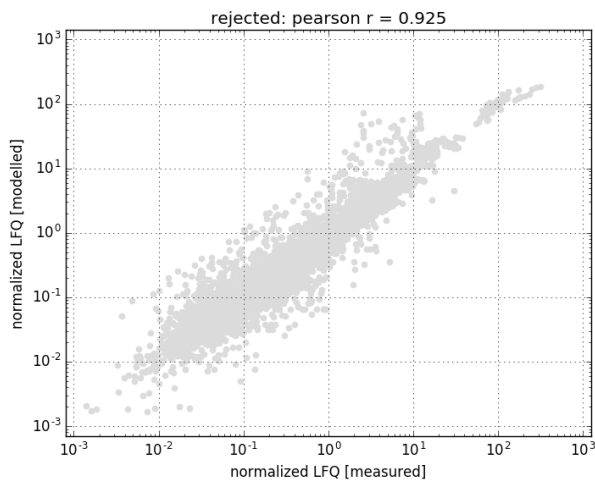

**Supplementary Figure 3 - Good agreement between measured and modelled protein expression values:** Scatter plots showing Pearson correlation between measured protein expression values [log2 LFQ] and simulated protein expression abundances returned by the best-fit model across all time points and genes. Since for potentially post-transcriptionally regulated proteins all models are rejected, respective modeled protein expression resulting from the best fit in the delay model is shown, as this model contains most-degrees of freedom and contains all other model variants.

**a**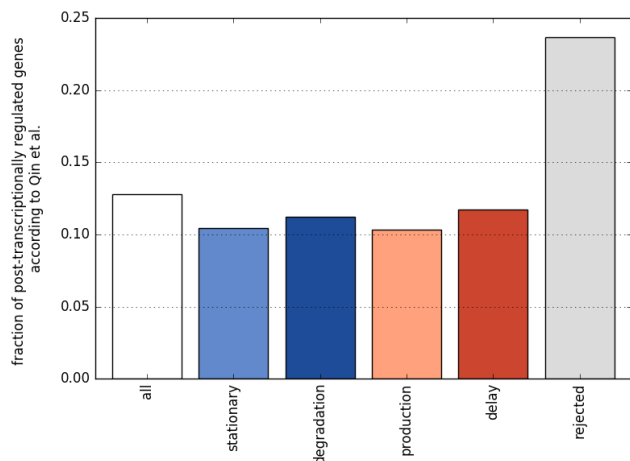**b**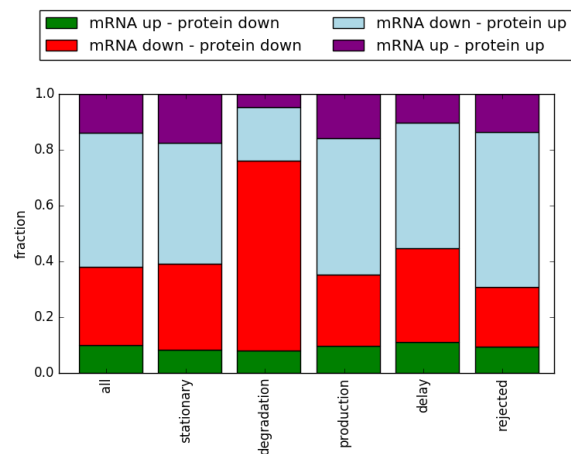**b**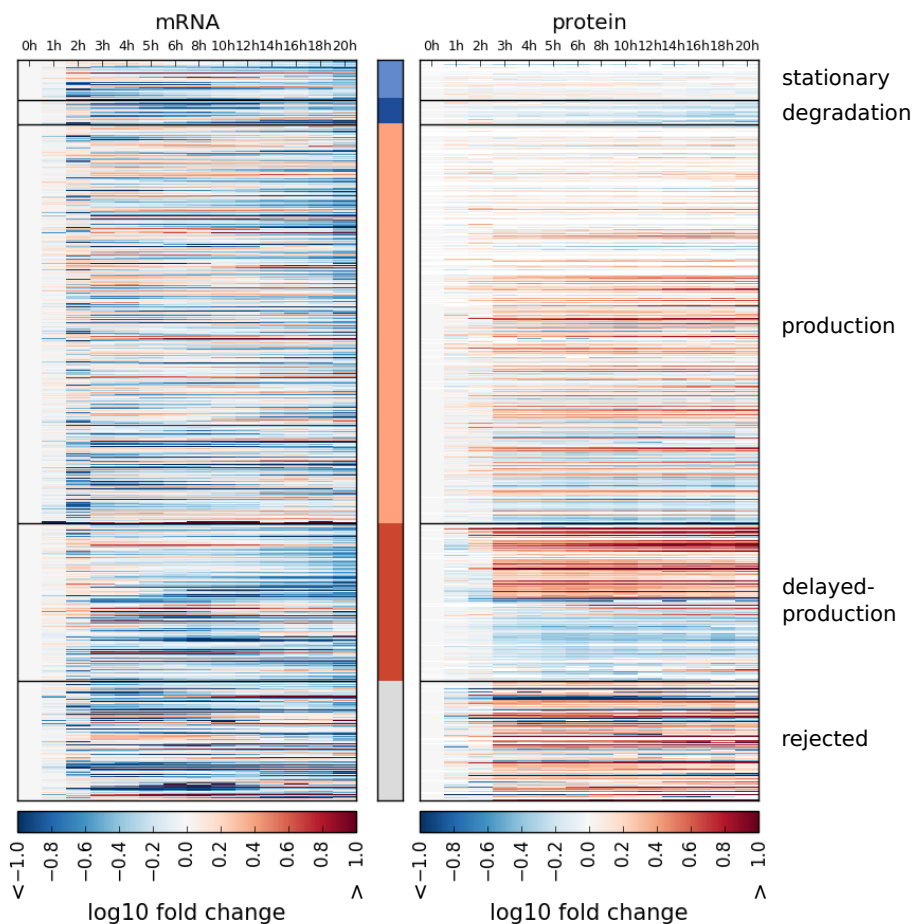

**Supplementary Figure 4 - Protein classes show distinct mRNA-protein dynamics:** **a** Genes previously identified as post-transcriptionally regulated during embryonic development by ribosome profiling (Qin et al. (2007)) are enriched among mRNA/protein pairs assigned to the rejected group. Based on the results by Qin et al. (2007), we derived a list of 1,522 post-transcriptionally regulated genes by considering the union of individual lists provided in the supplement of the mentioned study. **b** mRNA-protein dynamics across different classes of protein expression regulation. Stacked bar plots show the fraction of genes belonging to the four dynamic time course clusters (up-/downregulation of mRNA/protein), as indicated in Figure 1B. **c** Heatmap of mRNA and protein expression dynamics sorted according to the model-based classification. Within each class, time courses are sorted according to the estimated initial protein level (stationary), the degradation rate (degradation), the production rate (production) or the delay (delayed-production). Log10 fold-changes relative to  $t=0$  are shown within the range -1 and 1.

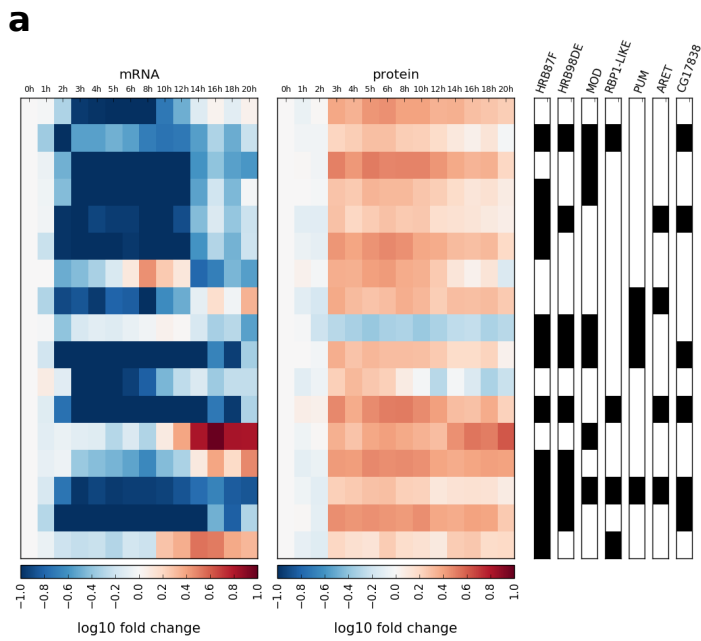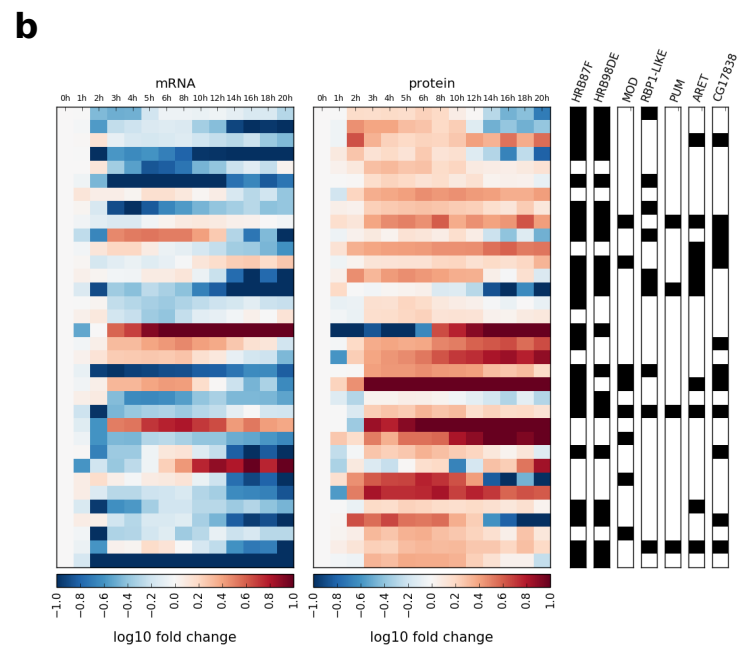

**Supplementary Figure 5 - Temporal mRNA/protein dynamics of genes involved in sugar metabolism and cell cycle:** Heatmaps of mRNA and protein expression for genes with GO-terms associated with **(a)** glucose metabolism **(b)** and cell cycle that were rejected based on model fitting. Shown are log10 fold-changes (relative to  $t=0h$ ) of **(a)** 17 genes for sugar metabolism and **(b)** 34 genes for cell-cycle regulation and mitosis. For specific GO-Terms refer to Methods. The columns at the right of each figure depict presence of the binding motif for the indicated RBP within the longest coding sequence of the transcript.

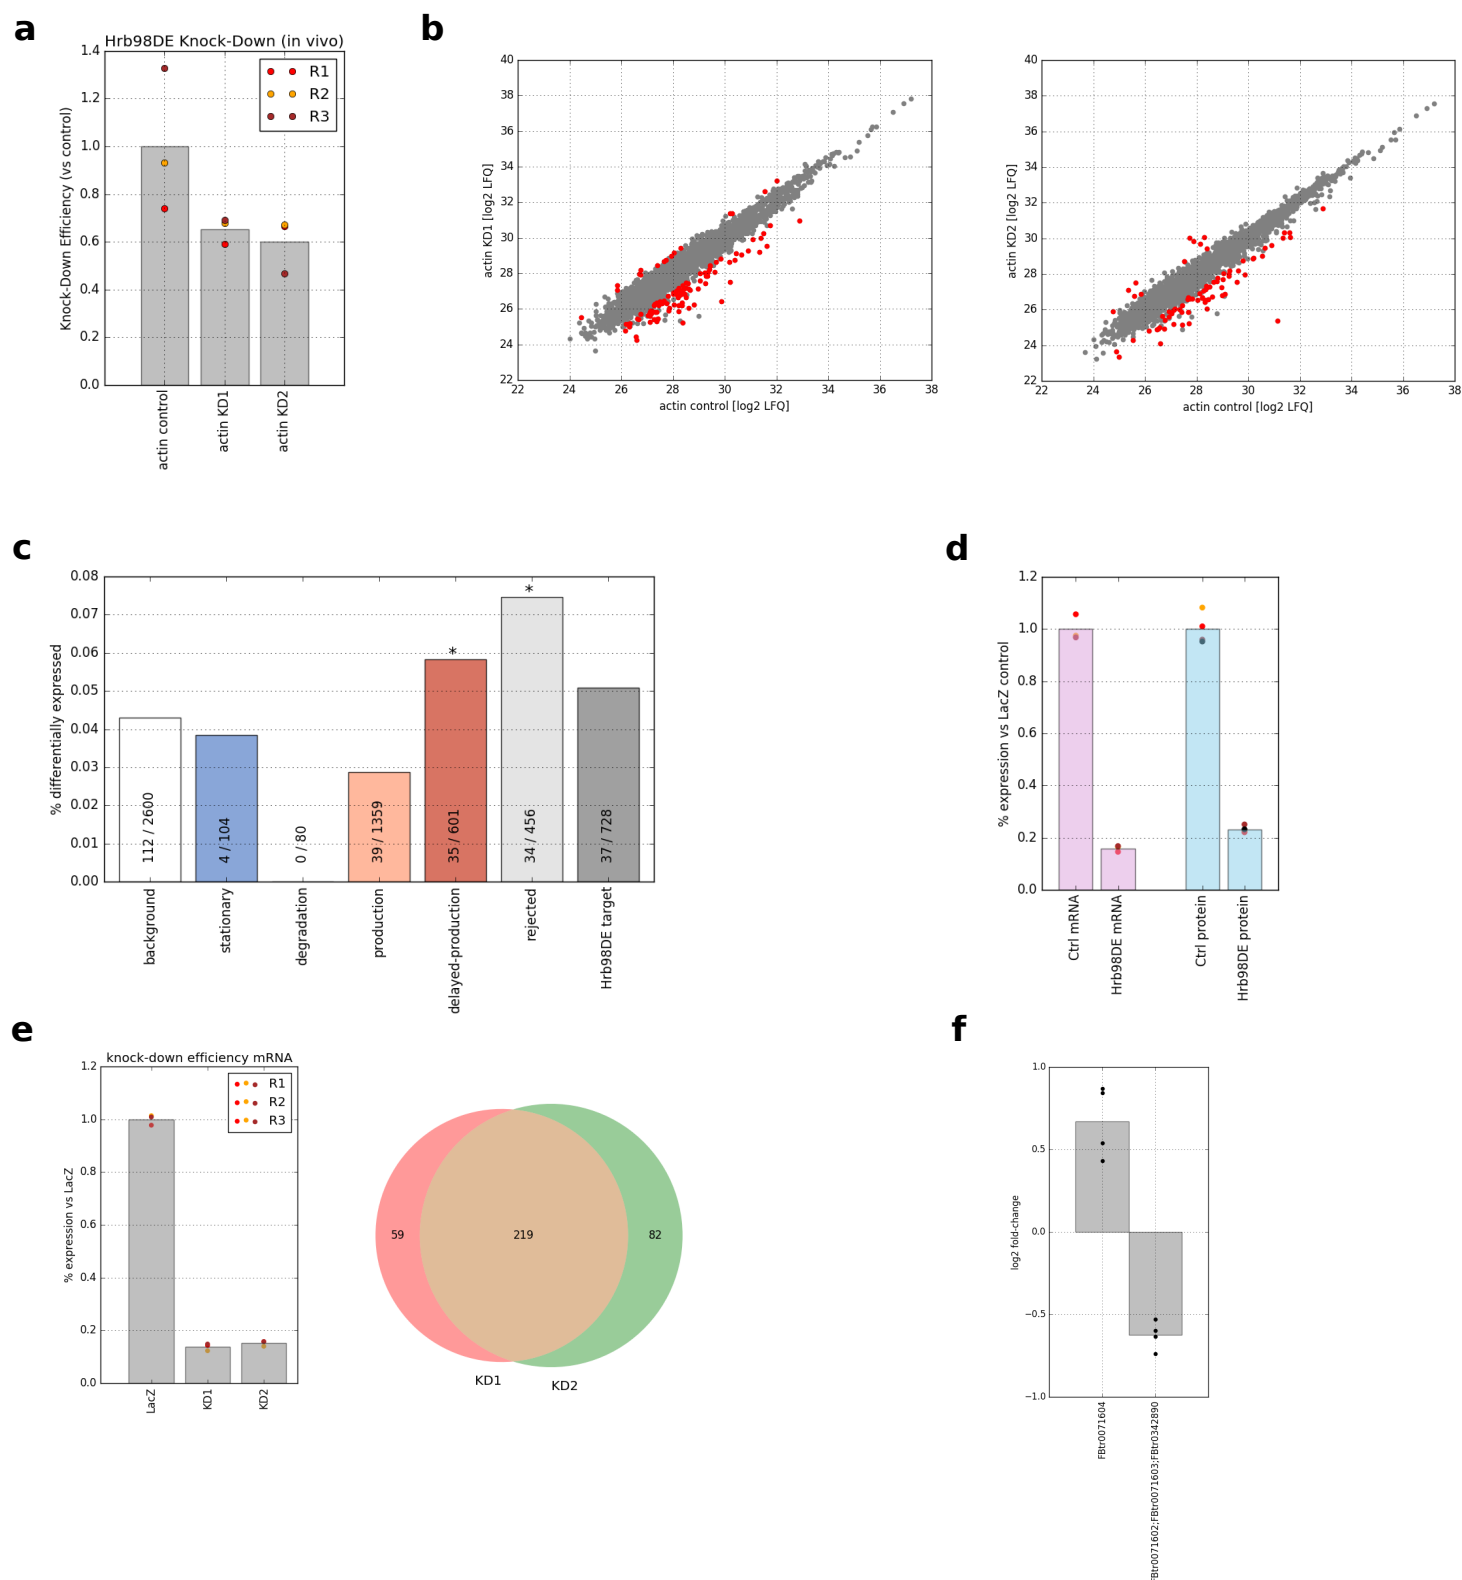

**Supplementary Figure 6 - Hrb98DE knock-down studies during in vivo *Drosophila* development and in S2R+ cells:** **a** Efficiency of in vivo Hrb98DE knock-down at the protein level 7:45h after egg deposition (29°C) as assessed by mass spectrometry. Two distinct dsRNAs were expressed using an actin-GAL4 driver (KD1 and 2) and each experiment was performed in triplicates (circles). Hrb98DE protein expression in knockdown animals remained at ~50% of the control line, illustrating a moderate knockdown efficiency. **b** Scatter plots showing global in vivo proteome changes in Hrb98DE KD1 (left) and KD2 (right) lines. Red dots highlight significantly changing proteins. **c** Bar graph (similar to Figure 7A) - Model-predicted post-transcriptionally regulated proteins are enriched for differentially expressed proteins (hypergeometric test,  $p < 0.05$ , indicated by \*). **d** Hrb98DE knockdown efficiency in S2R+ cells. Shown are residual fractions of Hrb98DE mRNA (left, RNA-Seq) or protein (right, mass spectrometry) compared to LacZ knock-down control treated S2R+-cells 5 days after dsRNA treatment. **e** Knockdown with two independent Hrb98DE dsRNAs S2R+ cells shows highly similar effects at the mRNA level as assessed by RNA-seq: The left panel shows the knockdown efficiency of two distinct dsRNAs (KD1 and KD2), each performed in triplicates (R1-R3) shown as RNA expression level compared to LacZ control. The right panel shows a strong overlap of the sets of differentially expressed mRNAs (BH corrected  $p$ -value  $< 0.05$ , fold-change  $> 1.5$ ) in the two knock-down experiments. **f** Isoform switch of domino (dom) on protein level upon Hrb98DDE knockdown in S2R+ cells. Barplots represent log2 fold expression-changes of two alternative domino protein groups (FBtr0071604 and FBtr0071602;FBtr0071603;FBtr0342890). Individual replicates are shown in black.

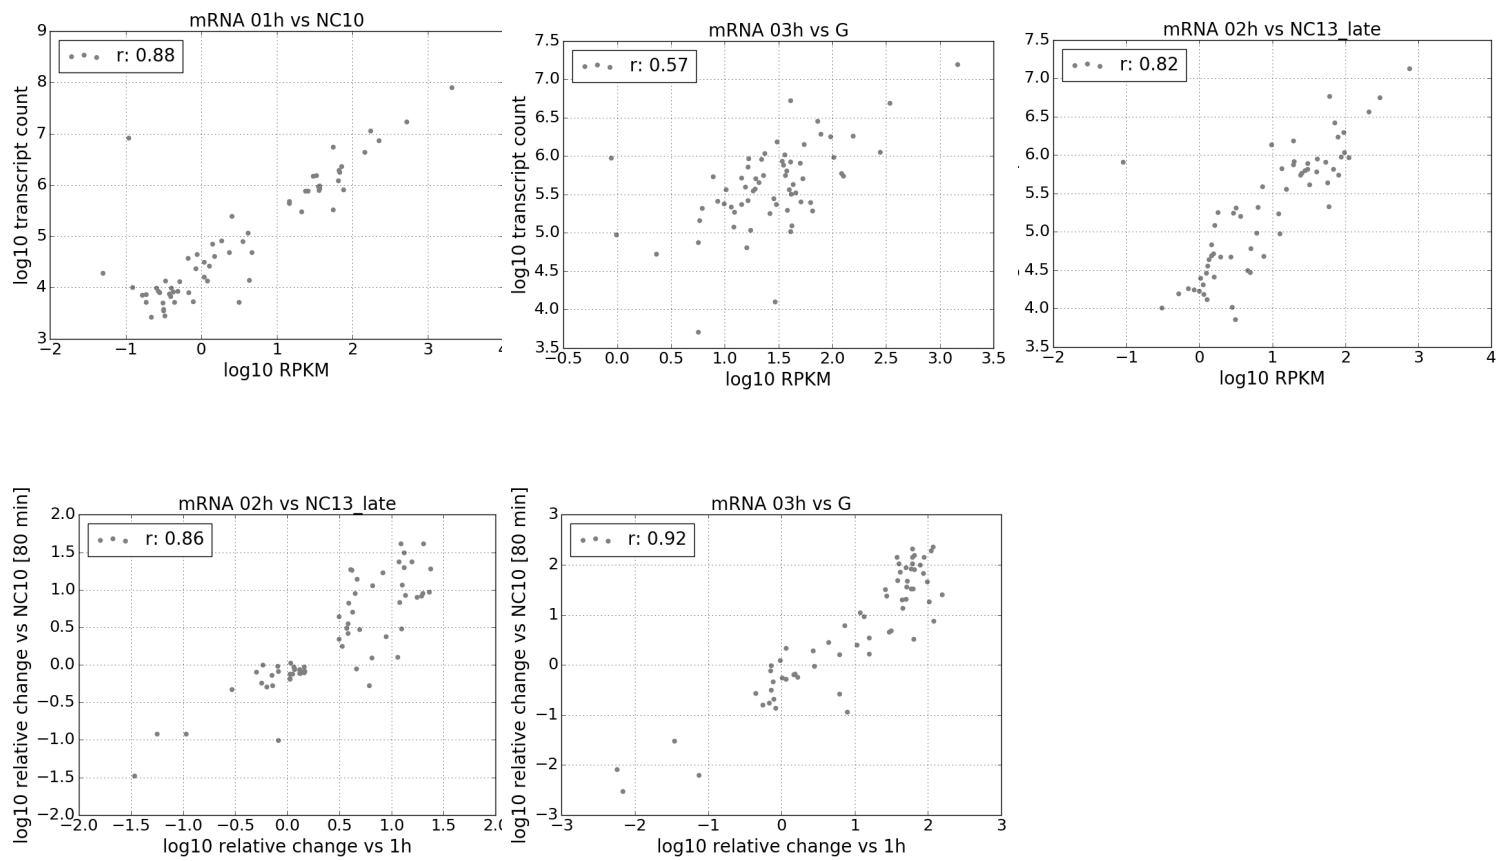

**Supplementary Figure 7 - Per-sample normalization of mRNA expression levels into relative expression units agrees well with previous absolute mRNA quantifications:** Comparison of our relative RNA measurements normalized to total RNA counts in each sample (RPKM, x-axis) with absolute RNA quantifications reported in Sandler & Stathopoulos (y-axis) of 64 genes overlapping between both studies. The top and bottom rows show comparisons of corresponding time points (NC10: nuclear cycle 10, G: gastrulation, NC13: nuclear cycle 13) and fold-changes between time points, respectively. The Pearson correlation coefficient ( $r$ ) is indicated on the top left.

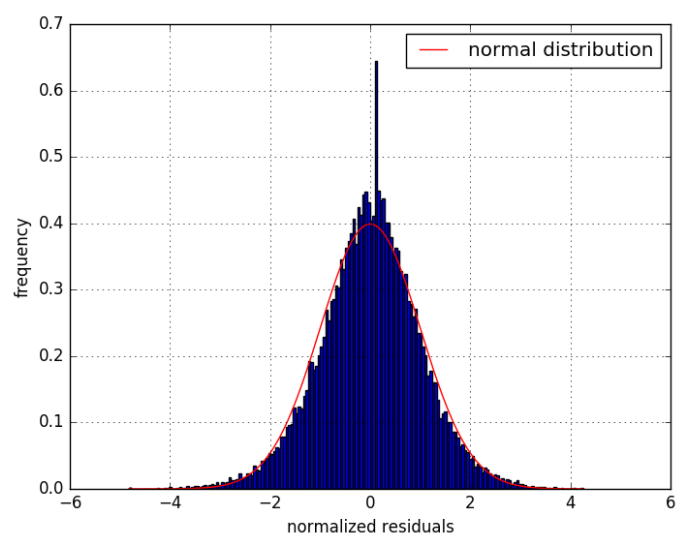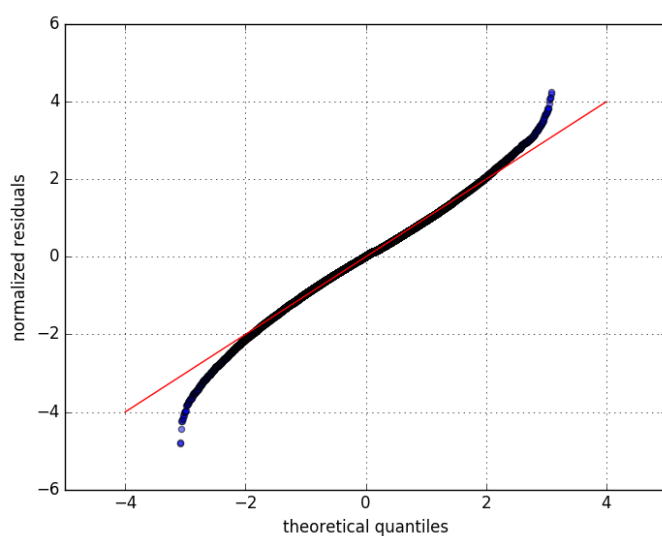

**Supplementary Figure 8 - Analysis of model residuals shows good agreement with normal distribution:** Histogram and Q-Q-Plot of residuals over all time points and all non-rejected proteins ( $n=3153$ ) fitted by the delay model indicate a close-to-normal distribution. In the left plot normal distribution is shown in red, while the red line on the right indicates a perfect match between theoretical quantiles and normalized residuals.

## Supplementary Table 1: Primer sequences

**Supplementary Table 1:** primer sequences to amplify the dsRNA template and qRT-PCR primer sequences

|                    |                                           |
|--------------------|-------------------------------------------|
| Hrb98DE dsRNA1 fwd | TAATACGACTCACTATAGATGGTGA ACTCGAACCAGAACC |
| Hrb98DE dsRNA1 rev | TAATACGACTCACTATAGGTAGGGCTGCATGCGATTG     |
| Hrb98DE dsRNA2 fwd | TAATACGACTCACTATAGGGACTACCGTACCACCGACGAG  |
| Hrb98DE dsRNA2 rev | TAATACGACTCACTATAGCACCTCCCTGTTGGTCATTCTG  |
| Hrb98DE qPCR fwd   | CAAGGAGGTGGTGGATTCAAAG                    |
| Hrb98De qPCR rev   | CAATATCTGCGGTTGTTGCCAC                    |
| rpl15 qPCR fwd     | GCGCAATCCAATACGAGTTC                      |
| rpl15 qPCR rev     | AGGATGCACTTATGGCAAGC                      |

## Supplementary Note 1: Comparison of our RNA-Seq data with Graveley et al. (2011)

Calculating the Spearman correlation between individual mRNA in our data and data by Graveley et al. (2011) [1] we chose the set of 3125 genes present in both datasets. Samples were paired according to the lower limit of the measurement interval.

Our transcriptome matches the published RNA-Seq dataset at similar stages of development when calculating pairwise correlations of all common reads between samples (Supplementary Figure 1B). Of note, the correlation of corresponding developmental time points tended to be higher early in development, and declined at later stages, hinting to a systematic deviation between both datasets. Indeed, late in development, the maximum correlation of our time points occurs with slightly earlier developmental time points of the previously published RNA-Seq data. This suggests that the embryonic development in the published dataset was accelerated when compared to our conditions.

To further test our hypothesis of altered developmental speed, we related the mRNA time courses for individual genes between both RNA-Seq datasets, and observed a strong correlation in the mRNA dynamics for the majority of genes (Supplementary Figure 1C). Time course expression of both mRNA time courses was normalized by its mean and standard deviation (z-score), in order to focus only on time course behavior and avoid issues resulting from differences in absolute gene expression. Data from Graveley et al. (2011) was defined at  $t_{Graveley} = \{0, 2, 4, 6, 8, 10, 12, 14, 16, 18, 20, 22\}$ , while our data was defined at  $t_{Becker} = \{0, 1, 2, 3, 4, 5, 6, 8, 10, 12, 14, 16, 18, 20\}$ . Expression data from Graveley et al. (2011) was compressed along its time axis by division of  $t$  with a constant factor chosen between 0.5 and 1.5. By linear interpolation of the compressed time course at time points corresponding to  $t_{Becker}$ , the ordinary least squares difference between our RNA-Seq data and compressed data from Graveley et al. (2011) was calculated over all genes and all time points. In line with faster developmental progress in Graveley et al. (2011), we could increase the overlap between both datasets by assuming a 8% acceleration (ca. 1.5h at the last measured time point) in our developmental progression (Supplementary Figure 1D).

## Supplementary Note 2: Comparison of LFQ and iBAQ normalized protein values

Multiple approaches for the normalization and quantification of proteomics data exist. In particular, the use of LFQ ('label-free quantification' [2]) or iBAQ ('intensity-based absolute quantification' [3]) protein quantification remains an open question when analysing proteomics data. Here we show that the use of LFQ or iBAQ does not strongly affect the correlation between mRNA and protein.

Our filtering approach, in which only proteins measured with high accuracy (number of time-points > 10) were selected, yielded 3761 identified proteins in the case of using LFQ quantification, while iBAQ quantification yielded 4179 identified proteins.

When assessing between sample correlation over all genes (compare Figure 2A of the manuscript), iBAQ quantification yields a slightly higher correlation compared to LFQ quantification. The maximum correlation between two matching time-points in the case of iBAQ quantification was 0.64 compared to maximum correlation of 0.56 when using LFQ quantification (Supplementary Figure 2A). The maximum correlation between non-matching time-points calculated from iBAQ quantified protein was 0.68 (mRNA 12h - protein 16h) compared to maximum correlation of 0.63 based on LFQ values (mRNA 12h - protein 16h).

We however noticed a less pronounced impact of the quantification protocol on the local mRNA-protein correlation, in which we relate the RNA and protein time-courses for each gene separately (compare Figure 2C of the manuscript). 

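For the LFQ values, the only protein values used here, the mean correlation without a shift was 0.00554 over 868 pairs. With each replicate of the mRNA left out in turn, it was between -0.000216 and 0.0165.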

The distribution of calculated pairwise spearman correlations remains rather broad over all mRNA/protein pairs, with a mean correlation of  $\rho^{iBAQ} = 0.025$  and  $\rho^{LFQ} = 0.009$ , if no time-shift between mRNA and protein is introduced (Supplementary Figure 2B). Based on iBAQ values, the time-shift producing maximum mean mRNA/protein correlation ( $\rho^{iBAQ} = 0.140$ ) is reached when a 4h time-lag of protein relative to mRNA is assumed. The corresponding maximum mean correlation is reached at 6h based on LFQ quantification ( $\rho^{LFQ} = 0.158$ ). 

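At a shift of 6 h, the mean correlation was 0.167 over 849 pairs, the highest of the 11 shifts from -10 to 10 h. At 4 h it was 0.150 and at 8 h 0.133. With TMM-scaled RPKM, the mean at 6 h was 0.155.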

Further, the total number of significant positive correlation between mRNA/protein pairs for non-shifted and shifted time-courses is comparable for LFQ or iBAQ values. When considering only maximum correlation for positive time-shifts we observe a median correlation of  $\rho^{iBAQ} = 0.59$  over all genes, which is comparable to  $\rho^{LFQ} = 0.58$ .

In conclusion, the choice of protein quantification by iBAQ or LFQ generally does not impact the observed low mRNA/protein correlation.

## Supplementary Note 3: Model fitting and protein classification

In order to classify mRNA/protein measurements into groups we have designed 4 alternative models describing kinetics of mRNA translation. The simplest model assumes no change in protein abundance ('stationary'), while in a second model only protein degradation is assumed ('degradation'). In a third model, protein is degraded but also produced from its mRNA template ('production'). The most complex model again assumes protein production and degradation, however protein production is halted until a certain time after the beginning of the time-course ('delayed-production'). In the following, model formulations and their respective equations are provided.

### Model formulations

#### Stationary model

In the simplest model, protein is assumed to be stationary, i.e. it is neither produced nor degraded over the time-course:

$$\frac{dy(t, y_0)}{dt} = 0, \quad (1)$$

with the initial condition

$$y(t) = y_0. \quad (2)$$

Here  $y(t)$  denotes protein expression at time  $t$  and  $y_0$  denotes protein expression at  $t = 0$ . When fitting this model to the data, we can explicitly calculate the only parameter of this model ( $y_0$ ) as the weighted mean average over all given data-points:

$$y_0 = \frac{1}{n} \sum_{i=0}^n \frac{y_i}{\sigma_i^2} \quad (3)$$

In order to account for the variance in gene expression ( $\sigma$ ) an error model is assumed, where the variance is estimated from the relation between mean expression values and their standard deviation. Fitting this linear error to the data a relative error of 17% was assigned to each data point.

## Degradation model

In a more complex model, first-order protein degradation is added. Here the differential equation

$$\frac{dy(t, y_0, \lambda)}{dt} = -\lambda y(t) \quad (4)$$

with the initial condition

$$y_0 = y(t = 0) \quad (5)$$

can be solved explicitly as

$$y(t) = y_0 e^{-\lambda t}. \quad (6)$$

Again  $y_0$  denotes protein expression at  $t = 0$ , while  $\lambda$  corresponds to the protein degradation rate.

## Production model

The standard model of translational kinetics includes both linear protein degradation as well as protein production from mRNA. If mRNA concentration is given by linear interpolation  $u(t) = mt + b$  between measured time-points, the differential equation for the production model is formulated as

$$\frac{dy(t, y_0, \alpha, \lambda)}{dt} = \alpha(mt + b) - \lambda y(t) \quad (7)$$

with the initial condition

$$y_0 = y(t = 0). \quad (8)$$

Here  $\lambda$  denotes the protein degradation rate,  $\alpha$  the protein production rate and  $y_0$  initial protein concentration. The explicit solution of Equation 18 is given as

$$y(t) = \alpha b \lambda^{-1} - \alpha m \lambda^{-2} + \alpha m t \lambda^{-1} + c e^{-\lambda t}. \quad (9)$$

In order to obtain the value of  $c$  we use the initial condition, at which point  $t = 0$ :

$$y_0 = \alpha b \lambda^{-1} - \alpha m \lambda^{-2} + c. \quad (10)$$

Equation 10 solved w.r.t  $c$  becomes

$$c = y_0 - \alpha b \lambda^{-1} + \alpha m \lambda^{-2}. \quad (11)$$

Please note that Equation 9 is solved on each measurement interval. Hence indices for  $m_k$  and  $b_k$  need to be introduced, with  $t_k \in \{0, 1, 2, 3, 4, 5, 6, 8, 10, 12, 14, 16, 18\}$ . The respective equations then reformulate to

$$y(t - t_k) = \alpha b_k \lambda^{-1} - \alpha m_k \lambda^{-2} + \alpha m_k (t - t_k) \lambda^{-1} + c e^{-\lambda(t-t_k)} \quad (12)$$

and

$$c_k = y_k - \alpha b_k \lambda^{-1} + \alpha m_k \lambda^{-2}, \quad (13)$$

where

$$y_k = y(t = t_k). \quad (14)$$

### Delayed-production model

In a more elaborate model we assume a delay in protein production

$$\frac{dy(t, y_0, \alpha, \lambda, \tau)}{dt} = h(t - \tau) \alpha (mt + b) - \lambda y(t), \quad (15)$$

where  $\tau$  corresponds to the time-delay until which protein translation is inhibited. In the equation above  $h$  denotes the Heaviside function. Please note that we solve the delay model on the given time-intervals  $t_k \in \{\tau, 0, 1, 2, 3, 4, 5, 6, 8, 10, 12, 14, 16, 18\}$  by using the degradation model (Equation 6) if  $t < \tau$  and the production model (Equation 9) if  $t \geq \tau$ .

## Parameter estimation

The different model parameters  $\theta = \{y_0, \lambda, \alpha, \tau\}$  are estimated by minimizing the weighted least squares distance between model and data:

$$\chi^2(\theta) = \sum_i^n \frac{(y_i^{model}(\theta) - y_i^{data})^2}{\sigma_i^2} \quad (16)$$

$\chi^2$  is minimized using a multi-start local optimization procedure (`scipy.optimize.least_squares`). Each data-point is weighted according to its standard deviation  $\sigma_i$ , which has been estimated by fitting a linear error model to the protein expression data (17% relative noise). For each model a different number of initial parameter vectors is chosen via latin-hypercube sampling (degradation: 5, production: 10, delay: 25)

## Classification of mRNA/protein pairs

After fitting models to the available data, the feasibility of each model is tested using a combination of  $\chi^2$ - and Durbin-Watson test. The empirical distribution of both test-statistics is estimated by applying a parametric bootstrap strategy. Here, modelled protein expression resulting from the best model fit is resampled assuming normally distributed noise with mean zero and standard deviation according to the linear error model of 17% relative noise.

$$y^{bootstrap} = y^{model}(\hat{\theta}) + \mathcal{N}(0, \sigma_i) \quad (17)$$

Empirical distributions of test statistics are estimated based on 1000 bootstrap samples and p-values for each test statistic calculated using the empirical cumulative density function (`statsmodels.distributions.empirical_distribution.ECDF`). P-values for each test statistic are corrected using the Benjamini-Hochberg procedure (`statsmodels.stats.multitest.multipletests`). A threshold of BH corrected p-value  $< 0.05$  for either of the considered test-statistics serves as a rejection criterion.

In case all models need to be rejected for a particular mRNA/protein pair, it is assumed to be post-transcriptionally regulated. In any other case, model selection between all non-rejected models is carried out using a step-wise likelihood ratio test. During the model selection process we select between different feasible models with varying numbers of parameters. The stationary and degradation model contain one and two parameters respectively, while the production and delay model contain three and four parameters. For a more complex model (i.e. a model with more parameters) to be preferred over a simpler one, it is necessary that the increase in the quality of the model fit of the more complex model compared to the simpler one exceeds a threshold given by the  $\chi^2$  test-statistic with  $n$  degrees of freedom, where  $n$  related to the difference in degrees of freedom between two tested model. This ensures that both model fit and number of parameters are balanced and over-fitting is prevented.

However, when comparing for example the degradation model with the production model from a biological point of view, it is at least questionable whether the degradation model is indeed the simpler one: In reality one would need to assume an additional factor blocking translation, meaning that the ‘implicit’ number of parameters should be larger

in the degradation model compared to the production model. We therefore introduce a set of correction criteria to account for ‘wrongly’ classified proteins:

- The protein is assigned to the stationary or degradation class
- The production model for this protein was not rejected based on the  $\chi^2$ -test or Durbin-Watson test
- The estimated production rate in the production model is bigger than  $2e-5$

If all of the above criteria are met, a protein originally assigned to the stationary or degradation group is now re-assigned to the production model.

# Supplementary Note 4: Benchmarking

## Benchmark data

We evaluate our approach for the identification of post-transcriptionally regulated mRNA/protein pairs based on their measured expression time-courses using benchmark data. In this *in silico* generated dataset the set of post-transcriptionally regulated genes is known. In order to obtain mRNA and protein expression data for genes following normal translation, we selected a random mRNA from the embryonic time-course and simulated protein expression dynamics using the production model:

$$\frac{dy(t, y_0, \alpha, \lambda)}{dt} = \alpha u(t) - \lambda y(t). \quad (18)$$

Initial protein level ( $y_0$ ), degradation rate ( $\lambda$ ), and production rate ( $\alpha$ ) were sampled from normal distributions fit to the estimated parameters of the original data.

As a second set, we simulated post-transcriptionally regulated mRNA/protein pairs by assuming net production of a protein to depend on the expression of a second, randomly chosen protein time-course from the embryo data-set. Expression measurements for the regulating protein were scaled between 0 and 1 (min/max) in order to ensure sufficient dynamic range. Finally expression of the regulated protein was simulated according to the following equation:

$$\frac{dy(t, y_0, \alpha, \lambda)}{dt} = \alpha \frac{p^h}{p^h + k} u(t) - \lambda y(t). \quad (19)$$

Here  $p$  corresponds to the gene expression of the regulating protein, while  $y$  describes expression of the regulated protein. Model parameter  $h$ , describing the sensitivity of the production rate with respect to the regulating protein was sampled from the interval  $\pm\{1, 4\}$ , while  $k$  was set to 0.5. All other model parameters were sampled as above.

The presence of a regulating protein however does not imply a string impact on expression of the regulated protein. We therefore considered a protein to be post-transcriptionally regulated only if the weighted least-squares distance between gene expression obtained assuming post-transcriptional gene regulation and protein expression of the regular production model was above  $\chi^2 > 22.362$ . Finally, normally distributed noise was added to each data-point (5%, 10%, 15%, 20%, 25%). In each of the benchmark data-sets with different levels of experimental noise we simulated 100 gene expression time-courses, of which 300 are post-transcriptionally regulated.

## Evaluation

In order to evaluate the performance of the classification approach we checked how well genes predicted to be post-transcriptionally regulated matched with the set of true post-transcriptionally regulated genes. Accordingly, we calculated precision (rate of correct prediction) and recall (rate of correctly recovered) values (Supplementary Table 2).

**Supplementary Table 2: Performance evaluation** Shown are performance indicators of the classification approach.  $\rho$  denotes the Pearsons correlation between true and estimated parameter values.

| noise level | predicted | precision | precision <sub>random</sub> | recall | recall <sub>random</sub> | $\rho_{y0}$ | $\rho_{production}$ | $\rho_{degradation}$ |
|-------------|-----------|-----------|-----------------------------|--------|--------------------------|-------------|---------------------|----------------------|
| 0.05        | 167       | 0.91      | 0.30                        | 0.51   | 0.17                     | 1.00        | 0.74                | 0.93                 |
| 0.10        | 100       | 0.92      | 0.30                        | 0.31   | 0.10                     | 1.00        | 0.70                | 0.87                 |
| 0.15        | 78        | 0.96      | 0.30                        | 0.25   | 0.08                     | 1.00        | 0.58                | 0.79                 |
| 0.20        | 81        | 0.94      | 0.30                        | 0.25   | 0.08                     | 1.00        | 0.61                | 0.79                 |
| 0.25        | 67        | 0.94      | 0.30                        | 0.21   | 0.07                     | 0.99        | 0.59                | 0.74                 |

For all noise levels considered, exceptional precision ( $> 0.9$ ) was observed. While recall drops with larger levels of experimental noise, the observed recall values are nevertheless significantly higher than expected by chance (recall<sub>random</sub>). We explain low recall values by the fact, that although post-transcriptional gene regulation occurs, the production model may still explain the protein expression time-course by adapting model parameters. Hence, we tested an additional dataset, in which required post-transcriptionally regulated proteins cannot be explained by adjusting parameters of the production model. Accordingly, in this approach the distance between the *fitted* production model and post-transcriptional gene regulation needed to be above the given threshold for a gene to be considered as post-transcriptionally regulated. In this scenario in which post-transcriptional gene regulation has a clear effect on the expression time-course, we can identify 99% of all post-transcriptionally regulated proteins (recall) at a precision of 0.94.

We further assessed the correlation between estimated model parameters and true parameters chosen to simulate regular translation. As a result, initial protein expression ( $y_0$ ) was estimated with exceptional high accuracy (Pearson correlation  $\rho > 0.99$ ) regardless of the error level chosen. Also estimated production and degradation rates correlated well with their true values (Pearson correlation  $\rho = 0.58 - 0.87$ ).

# Supplementary references

- [1] Graveley, B., Brooks, A. & Carlson, J. The developmental transcriptome of *Drosophila melanogaster*. *Nature* **471**, 473–479 (2011). URL <http://www.nature.com/nature/journal/v471/n7339/abs/nature09715.html>.
- [2] Cox, J. *et al.* Maxlfq allows accurate proteome-wide label-free quantification by delayed normalization and maximal peptide ratio extraction. *Molecular & cellular proteomics* mcp–M113 (2014).
- [3] Schwanhäusser, B. *et al.* Global quantification of mammalian gene expression control. *Nature* **473**, 337 (2011).

# Supplementary material for: Quantifying post-transcriptional regulation in the development of Drosophila melanogaster
**Source:** Nat Commun. 2018 Nov 26;9:4970. doi: 10.1038/s41467-018-07455-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File Name:** Supplementary Data 1

**Description:** Results of model fitting and protein classification applied to paired mRNA/protein data: The table contains data for 3761 mRNA/protein pairs as well as relevant results obtained from the model fitting and protein classification analysis. A detailed description of each column is given in sheet 2 of the excel file. While f1 denotes results obtained using the full dataset, f2 indicates results obtained from analyzing post MZT (3h-20h) data only.

How the deposited data were processed for this re-analysis (not part of the article)

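RNA from *Drosophila* embryos was sequenced at 14 time points from 0 to 20 h after egg-laying, with 4 replicates each, 56 samples in all. The authors mapped the reads to the BDGP6 genome with STAR and counted them per gene with htseq-count in union mode. The deposited values are raw counts per gene ID, without normalization. Samples were grouped by the time point and replicate number in their labels. The replicate number was used as a block only as an alternative, since the numbers come from the sample labels and the methods describe no pairing across time points.

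Gene positions, symbols and exon lengths were taken from Ensembl release 115 of BDGP6. There, 17252 of the gene IDs were found, and 1631 had no count in any sample. Counts on genes were between 13422473 and 22536043 per sample, and 3 counts corresponded to 0.133 to 0.224 CPM. The 10 most abundant genes held 6.70% to 24.4% of the counts of a sample. RPKM was computed as counts on the gene relative to the length of the union of its exons and to all counts on genes, and the median over replicates was used. The protein values and their errors are the authors' own LFQ values of the pairs in the part of Supplementary Data 1 used here, 877 of 3761.

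Changes between neighbouring time points were tested with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr, which left 11065, and TMM normalization was used. All samples entered a single quasi-likelihood fit with a mean per time point, and p was adjusted by Benjamini-Hochberg within each of the 13 comparisons. A gene counted as changed with an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Genes are named in the text by a rule set before the data were examined. The rule takes every gene whose embryonic mRNA time course the paper names and shows. It adds, for 2 to 3 h, the 2 largest rises and the 2 largest falls among changed genes with a mean of at least 100 counts over the 8 samples and no overlap between replicates. By this rule 1218 genes were eligible as rising and 1348 as falling.

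Correlations, kinetic models and permutation tests were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9. Spearman correlations over time used the 11 even time points and at least 6 values, shifts of up to 10 h, and the exact permutation distribution, two-sided and unadjusted. Correlations across genes used the 117 pairs with the largest protein change against 0 h, the same share as the paper's 500 of 3761. Directions of change used a pseudocount of 0.1 RPKM. The kinetic models were fitted by weighted least squares with a protein error of 17%. A model was rejected by its χ2 or Durbin-Watson statistic against 1000 bootstrap samples, with p adjusted by Benjamini-Hochberg. Among models not rejected, likelihood-ratio tests at 95% chose the class. Pairs of the stationary and degradation classes were moved to the production class where that model was not rejected and its production rate was above 2e-05. The initial protein level could go down to 1e-07, since Supplementary Data 1 lists such values, while the methods give 0.1 as the lower bound. The choice written before the data were examined was the methods' bound, so this is a departure from it. It was made after Supplementary Data 1 was read and before any model was fitted, and fits with 0.1 were added after the results were seen. Half-lives and steady states come from the production model fitted to every pair, and a protein counted as near its steady state within 20%. The Kolmogorov-Smirnov statistic was tested with 100000 resamples.

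The tests were run on simulated data first. With 200 of 10985 simulated genes changed 4-fold, the edgeR fit found 189 (94.5%) and called 5 others. DESeq2 1.42.0 found 192 (96%) and called 11 others. A fit of 8 samples, with 200 of 8768 genes changed, found 179 (89.5%) and called 8 others. Of 200 time courses simulated from each kinetic model, 88% of the production, 82.5% of the delayed-production, 26% of the stationary and 40.5% of the degradation courses were returned to their class. The median ratio of fitted to simulated half-lives was 1.03, and 89.5% of the simulated half-lives were within the fitted interval. All these time courses began at the same protein level, so the shares do not cover pairs with a much lower initial level.

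The alternatives tried were DESeq2, its size factors, no filter on low counts, only the samples of the time points compared, the replicate block, each replicate left out in turn, mean in place of median RPKM, TMM-scaled RPKM, the paper's mRNA values, CPM without gene length, other choices of pairs, another pseudocount, the t approximation, all 14 time points, the χ2 statistic alone, a protein error of 25%, 2 h left out, and only the production class. Also tried were the direction at 20 h alone and a threshold of 1 RPKM. Replicate correlations were also computed by Pearson of log2 CPM and over the genes kept by the filter. The linear scale for the steady state and the fits with an initial protein level of at least 0.1 were added after seeing the data. So was the comparison near steady state without proteins that lack a value at 0 h.

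Not analysed here were the proteome of single replicates, pairs outside the part of Supplementary Data 1 used, gene sets by function, motifs, the cell line experiments and the published time courses of other studies. Clusters of the paper were taken from its table and not computed again.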

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

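The alternatives and the rule for named genes used in this section were set before the data were examined, unless a sentence says otherwise. The lower bound of the initial protein level in the kinetic models departs from the one set before. Each test of an explanation in this part was chosen before its result was seen, except the 3 tests on the 0 h replicates, which were chosen after. For 17 measures, each group of 4 replicates was searched for a sample far from the other 3. Such a sample was found in 10 of 238 groups, and chance alone gives about 1 in 20 groups, here 11.9, so the 10 are no more than chance gives. The search finds 1 sample against 3, so replicates that lie in equal groups escape it. At 3 h, *CG34025* was at 25.8 and 12.4 RPKM in replicates 1 and 2 and at 82.6 and 93.8 in 3 and 4. There, *su(Hw)* was at 107 and 133 RPKM against 66.5 and 64.4. Across genes these groups were less clear, as 3 h replicates 1 and 3 correlated by 0.961 and 3 and 4 by 0.951. The design offers no condition that parts replicates, so no biological explanation was tested for any of these samples or groups.

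In 1 h replicate 4, 15995007 reads were counted on genes, against 18775405 to 19251866 in the other replicates. The share of its reads on genes was 95.4%, below the 95.9% to 96.1% of the others by more than their range. But it also had fewer reads in all, 16758744 against 19560809 to 20080873, so the smaller share on genes does not explain the lower number of counts. Why it had fewer reads was not tested.

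In 12 h replicate 1, *mt:lrRNA* took 12.9% of the counts, against 7.44% to 7.73% in the others. More mitochondrial RNA altogether was tested with the other mitochondrial genes. They took 3.58% of its counts against 1.47% to 2.67%, above the others but not by more than their range. The test does not settle whether more mitochondrial RNA explains the higher share.

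In 20 h replicate 2, 8298 genes were above 2 RPKM, against 8646 to 8686. Low depth is not the reason, since its 22536043 counts are the highest of the 20 h replicates. On a line from the other 20 h replicates (0) to 18 h (1), over the genes changed between these time points, it lay at 0.758, and the others between -0.195 and 0.366. It was thus nearer to 18 h than the others, the limit set for this test, but not by more than their range. The test does not settle whether younger embryos explain the lower number.

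In 2 h replicate 3, the RPKM of *superdeath* was 20.6 (others 28.5 to 29.9), of *mod* 972 (793 to 820), of *pum* 35.3 (43.3 to 44.2) and of *su(Hw)* 123 (111 to 113). Its position on the line from 2 h to 3 h was 0.0542, and the others lay between -0.0476 and 0.0332. It was thus ahead of the others, but not by more than their range. Its 17245737 counts were within the range of the others. The position does not settle whether this sample held older embryos, and library size was not borne out.

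The RPKM of *superdeath* was 0.734 in 12 h replicate 1 (others 0.249 to 0.329), that of *pum* 10.6 in 5 h replicate 1 (5.91 to 6.54), and that of *su(Hw)* 91.7 in 4 h replicate 2 (76.4 to 78.6). Embryos of another age were tested by the position of each sample between neighbouring time points. Of these 3 samples, 1 lay outside the other replicates by more than their range, and the limit set for the 3 together was 2. This was 5 h replicate 1, at 0.104 on the line toward 4 h with the others between -0.0275 and 0.0223. Its *pum* level argues against embryos of 4 h as the reason, since the 4 h replicates lay between 3.64 and 6.16 RPKM. The 3 h replicates lay between 5.29 and 16.4 RPKM, so still younger embryos are not excluded for this sample. The position of 12 h replicate 1 was 0.281 toward 14 h, beyond the others (-0.0964 to 0.113) but not by more than their range, and the test does not settle whether it held older embryos. For 4 h replicate 2, embryos of another age were not borne out.

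The paper does not report on late mRNAs in its earliest samples. There are 210 genes with a mean of at least 10 CPM at 18 and 20 h and at most 0.5 at 3 h, a rule set after a stricter one gave 0 genes. In 0 h replicate 3, their summed level was 11.8% of that at 18 and 20 h. In 0 h replicates 1, 2 and 4 it was 8.21%, 8.99% and 0.517%, in the 1 h samples 1.41% to 3.33%, and in the 2 h samples 2.92% to 6.20%. Older embryos in some 0 h samples may explain this, since 3 replicates were above every 1 h sample. Over these genes 0 h replicate 3 correlated with 20 h by 0.740 and with 16 h by -0.179 (Spearman, across genes that are not independent replicates). The genes were chosen by their level at 18 and 20 h, so late RNA from any source could resemble 20 h over them. These coefficients therefore cannot tell older embryos from reads of other samples. Reads from other samples of the same lanes would give a like level in all 0 h replicates, but the highest was 22.9 times the lowest. The correlation of library size with the first principal component was -0.2 over 4 samples, too few to tell by itself. The replicates with the highest and the lowest level of late mRNAs, 3 and 4, had 17944843 and 17964351 counts, so library size does not explain the difference between these 2.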

How the results depend on the processing

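Under the alternatives, 152 results had 1244 values. Of these, 1002 kept their direction and side of the threshold, or stayed within the spread between replicates or within 1.5 times the count. Among the others, 98 were weaker, 38 stronger, 100 moved and 6 reversed. The causes of the changes below were not tested. Genes detected stayed within 1.5 times in all 14 time points under all alternatives tried. So did the genes changed from 1 to 2 h (2982 to 4209), from 2 to 3 h (3683 to 5109) and from 12 to 14 h (1950 to 2642).

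When only the 8 samples compared were fitted, 94 genes changed from 0 to 1 h, 0 from 3 to 4 h (521 at an unadjusted p under 0.05), 283 from 10 to 12 h, 588 from 14 to 16 h, 1 from 16 to 18 h and 0 from 18 to 20 h (4745 at an unadjusted p under 0.05). With DESeq2, 157 changed from 10 to 12 h, 370 from 14 to 16 h and 75 from 16 to 18 h. Numbers at an unadjusted p in this paragraph include genes of any fold change. Across the 4 fits that each left out a replicate, the ranges were 186 to 1749 (0 to 1 h), 0 to 354 (3 to 4 h), 192 to 344 (4 to 5 h), 89 to 321 (5 to 6 h), 233 to 328 (6 to 8 h), 723 to 1040 (8 to 10 h), 0 to 149 (10 to 12 h), 10 to 265 (14 to 16 h), 0 to 147 (16 to 18 h) and 1512 to 2852 (18 to 20 h). For the counts of 0, the genes at an unadjusted p under 0.05 were 1029 and 354 from 3 to 4 h without replicates 1 and 2, 593 from 10 to 12 h without replicate 1, and 1097, 746 and 733 from 16 to 18 h without replicates 1, 2 and 3.

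The log2 fold change of *Hrb87F* from 2 to 3 h, -0.03, reversed to 0.12 with DESeq2 and with its size factors, to 0.19 without a filter on low counts and with only the 8 samples, and to 0.0749 without replicate 3 (-0.0600 to 0.0749 across the fits without single replicates). That of *mRpL23*, 0.12, reversed to -0.0212 without replicate 4 (-0.0212 to 0.288). Neither change was detected in the main fit (adjusted p = 0.821 and 0.435 by the edgeR test), so the signs there show no direction. Without a filter on low counts, *mRpL23* rose by 0.35 (adjusted p = 0.0388 by the edgeR test). Its log2 fold change was positive in all settings except without replicate 4. The scaling by DESeq2's size factors also moved the median over the genes tested, from -0.11 to 0.05. In all, 118 values of named genes, of single time points and of genes up or down changed, these 6 reversals included: 53 weaker and 19 stronger numbers of genes up or down, 6 weaker, 6 stronger and 6 reversed log2 fold changes of named genes, and 4 RPKM values and 24 replicate correlations of single time points that moved.

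The replicate correlation at 14 h moved to 0.990 by Pearson of log2 CPM, and the mean over time points to 0.990 that way and to 0.981 over the genes kept by the filter. With the direction at 20 h alone, 55.6% of pairs were opposite.

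With CPM without gene length, the correlations across genes moved to 0.457 (mean), 0.618 (highest at equal time points), 0.628 (mRNA 12 h, protein 16 h), 0.679 (highest of all), 0.226 (protein earlier), 0.232 (0 to 2 h) and 0.518 (3 to 20 h). With all pairs, the values were 0.530 (highest at equal time points), 0.493 (mRNA 12 h, protein 16 h), 0.546 (highest of all), 0.440 (protein later), 0.385 (protein earlier), 0.404 (0 to 2 h) and 0.433 (3 to 20 h), and with the 500 most changed of the pairs used they were 0.510, 0.482, 0.575, 0.463, 0.330, 0.362 and 0.430. Without single replicates, mRNA 12 h and protein 16 h correlated by 0.657 to 0.666.

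The median correlation over time without a shift was -0.0100 with all 14 time points and 0 to 0.0364 without single replicates, and the mean was -0.000216 to 0.0165. With TMM-scaled RPKM, the median and mean at 6 h were 0.167 and 0.155, and the median of the highest correlation was 0.583 (0.571 to 0.600 without single replicates).

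With a 25% protein error, 69 pairs were rejected from 0 to 20 h and 8 from 3 to 20 h, 17 were delayed from 3 to 20 h, and 92.1% and 99.1% were described. The shares described were 88.1% and 97.6% with TMM-scaled RPKM, 88.3% and 97.6% with the χ2 statistic alone, and 89.2% from 0 to 20 h with 2 h left out. Without single replicates they were 84.9% to 85.6% and 97.0% to 97.4%.

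With only the production class, the median half-life was 8.56 h, the median correlation of all pairs 0, and 85 short and 58 long half-lives were left. The long ones had a median of -0.573. In this class, 8 short-lived proteins were near steady state, with a median of 0.550 and a difference of 0.377 to the others. TMM-scaled RPKM gave a half-life of 11.4 h and medians of 0.255 (short) and 0.382 (short near steady state), a difference of 0.150, and a permutation p of 0.101. With the mean over replicates the difference was 0.333. Without single replicates, the half-life was 10.2 to 10.8 h, the median of all pairs 0 to 0.0364, of short half-lives 0.191 to 0.245, the difference 0.273 to 0.341 and the permutation p 0.00848 to 0.0647. The steady-state correlation at 20 h was 0.755 to 0.769 without single replicates. On the linear scale, chosen after seeing the data, the steady-state correlations were 0.306 and 0.364.

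Many kinetic results changed with the methods' lower bound of 0.1 for the initial protein level. This bound was the choice written before the data were examined, the results use 1e-07 in its place, and the fits with 0.1 were run after seeing the results. With 0.1, 56.0% of pairs were described from 0 to 20 h and 67.7% from 3 to 20 h, with 386 and 283 rejected, 278 in the production class from 0 to 20 h, and 21 and 51 in the stationary class. The median half-life was 5.31 h, with 320 short and 268 long half-lives and median correlations of 0.135 and -0.283. Of the short-lived proteins 45 were near steady state, with a median of 0.273, a difference of 0.200 to the others, and a permutation p of 0.0660. The steady-state correlation at 20 h was 0.838.

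Depth limits the genes with few counts. *CG34025* had 4 to 33 counts in the 2 h samples, so its fold change rests on few reads there.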

Differences from the paper's values

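Of 29 values of the paper that were computed here as well, 10 differ. These 10 are correlations that differ by more than the spread between replicates, and 2 of them are the paper's 2 values of the correlation at 14 h. Values other than correlations were taken to differ only where they were also more than 1.5 times apart, which none was. Of those, 10 differ by more than the spread between replicates but by less than 1.5 times. They are the shares of pairs with opposite directions (51.1% against the paper's 58%), with a significant correlation at any shift (32.3% against the paper's 33.7%), in the production (56.3% against the paper's 54%), stationary (6.84% against the paper's 5%) and delayed-production (18.8% against the paper's 21%) classes, rejected (14.9% against the paper's 16%) and described (85.1% against the paper's 84%) from 0 to 20 h, described (97.3% against the paper's 98%) and delayed (4.45% against the paper's 3%) from 3 to 20 h, and the median half-life (10.2 h against the paper's 8.4 h). The protein values were taken from part of the paper's table, so that fewer pairs enter here. By the paper's own classes, 55.4% of the pairs used here are in the production, 6.61% in the stationary and 19.8% in the delayed-production class, 14.8% are rejected and 85.2% described. Each of these shares lies nearer to the value found here than to the paper's value over all its pairs. The choice of pairs thus accounts for part of the gaps in these classes. By the paper's own groups, 59.5% of the pairs used are opposite, which is nearer to the paper's 58% than to 51.1%. The 51.1% covers only the 695 pairs with a direction.

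For correlations between mRNA and protein, the spread used as the limit is that of single mRNA replicates on the same pairs. It does not measure the choice of pairs, 117 here and 500 in the paper. For 832 of 848 genes the mRNA values were within 0.01% of the paper's, which argues against the processing of their mRNA as the reason. An alternative that closes a gap therefore names no cause, and the effect of the pairs missing here was not tested. The mean correlation across genes at equal time points was 0.425 against the paper's 0.41. Among the alternatives set before the data were examined, the gap closed without replicate 1 (0.418), without replicate 2 (0.418) and with the 500 most changed of the pairs used (0.416), and not with the others. At 14 h the correlation was 0.505 against the paper's 0.57, and only CPM without gene length (0.529) closed the gap. The paper's figure legend gives 0.56 for this value, and that gap closed with CPM without gene length (0.529) and without replicate 1 (0.517), and not with the others. For mRNA at 12 h and protein at 16 h it was 0.658 against the paper's 0.63, and only CPM without gene length (0.628) closed the gap. The correlation between the 14 h replicates was 0.978 against the paper's 0.96, and none of the alternatives set before the data were examined closed the gap.

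The median of the highest correlation over shifts was 0.600 against the paper's 0.58, and only TMM-scaled RPKM (0.583) closed the gap. The mean correlation at a shift of 6 h was 0.167 against the paper's 0.158. The gap closed with the mean over replicates (0.162), with TMM-scaled RPKM (0.155) and without replicate 1 (0.162), and not with the others.

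The median correlation of proteins with a long half-life was negative in both. Its size was 0.479 against the paper's 0.55, and only the production class alone (a size of 0.573) closed the gap. For a short half-life it was 0.214 against the paper's 0.24. The gap closed with TMM-scaled RPKM (0.255) and without replicates 1 (0.245), 3 (0.236) or 4 (0.235), and not with the others. The correlation with the steady state at 20 h was 0.770 against the paper's 0.79, and none of the alternatives set before the data were examined closed the gap.

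The paper finds the most pairs with a significant correlation at a shift of 4 h. Here the exact test gave the most at 2 h (124 pairs against 117 at 4 h), and the t approximation gave the most at 4 h (136 pairs). The paper places the highest correlation at equal time points at 14 h, and here it was at 10 h (0.572). The paper's best combination is mRNA at 12 h with protein at 16 h, and here it was mRNA at 10 h with protein at 16 h (0.666). These time points depend on the pairs chosen. With all pairs, the best combination was mRNA at 16 h with protein at 20 h (0.546). With the 500 most changed of the pairs used, it was mRNA at 0 h with protein at 4 h (0.575). Both choices put the highest correlation at equal time points at 16 h.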

Other observations

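Tests chosen only after the result was seen were those on other splits of the samples, on the spread at 18 and 20 h, and on mismatched pairs without a shift. No biological explanation was tested for the patterns in this part.

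Time courses of mRNA were set beside the protein of another gene, 100 times for the correlations and 10 times for the kinetic models. Without a shift, 11.1% of mismatched pairs had a significant positive correlation on average (8.78% to 13.9%), and 55 of 100 draws had at least as many as the true pairs. The number of significant pairs without a shift is therefore no more than mismatched pairs give. The mean correlation of mismatched pairs was -0.00376 (-0.0441 to 0.0410), so it shows no trend shared by all mRNAs and all proteins. The exact test takes the time points as exchangeable, and why mismatched pairs pass it this often was not tested. At any shift the mismatched share was 22.6% (19.4% to 27.1%) against 32.3% in true pairs, and the median of the highest correlation was 0.480 (0.429 to 0.536) against 0.600. Mismatched pairs thus reach most of these values, but no draw reached those of the true pairs. The part that comes from choosing the best of 6 shifts was not told apart. The mean correlation rose by 0.00243 from no shift to 6 h in mismatched pairs and by 0.162 in true pairs, so common trends do not explain the rise.

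With the lower bound of 1e-07 for the initial protein level, the kinetic models described 77.6% of mismatched pairs from 0 to 20 h (75.6% to 78.9%) and 95.7% from 3 to 20 h (95.2% to 96.6%). True pairs, at 85.1% and 97.3%, were above all 10 draws. The flexibility of the models does not explain the whole share, but mismatched pairs reach 91.2% and 98.4% of it. The production model was assigned to 37.1% of mismatched pairs against 56.3% of true pairs, and delayed production to 25.9% against 18.8%. The gap in correlation between short and long half-lives was 0.404 in mismatched pairs (0.230 to 0.568) and 0.693 in true pairs, above all 10 draws. Part of the gap may thus come from taking half-lives and correlations from the same time courses. The correlation with the steady state rose from 0 to 20 h by 0.159 in mismatched pairs and by 0.157 in true pairs, and 6 of 10 draws rose at least as much. The fit itself, whatever the mRNA, may therefore account for the rise.

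More pairs were described from 3 to 20 h than from 0 to 20 h. In refits of all pairs with a separate series of bootstrap samples, 85.5% were described with no time point left out and 97.6% with 0, 1 and 2 h left out. Leaving out 16, 18 and 20 h gave 92.1%, 4, 5 and 6 h 90.9%, and 14, 16 and 18 h 88.4%. Part of the rise may come from fewer time points, but none of these 3 other choices of 11 time points reached the share without 0, 1 and 2 h.

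The 9 pairs without counted mRNA were compared with the others. For the 8 with annotation, a median of 100% of the exons was covered by exons of other genes on the same strand, against 0% for the other pairs. A two-sided permutation test of the mean share gave p = 1e-05, the smallest that 100000 permutations can give. Of these 8, 1 had 0% covered, and some pairs with counted mRNA had up to 100% covered. Reads on shared exons that were left uncounted are a candidate explanation of the missing counts for the other 7 of the 8. Of these 9 pairs 5 were rejected by all models, against 126 of 868 others. Since models with an mRNA level of 0 cannot follow a rising protein, the input builds in more rejections here. Where other genes covered at least 50% of the exons, 33.3% of 12 pairs were rejected, against 14.6% of the others (two-sided Fisher p = 0.0875). Of these 12, 7 have no counted mRNA and entered the models with an mRNA level of 0, so that the production term was 0 in all models, and the comparison does not show whether shared exons raise the rejections.

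The 2 h samples lay apart from both neighbours. The change from 1 to 2 h had a Spearman correlation of -0.00144 with exon length across genes, so gene length bias was not borne out. The change into 2 h and the change out of 2 h correlated by 0.000461 across genes. The other time points lay between -0.468 and 0.559. Both changes contain the 2 h samples, with opposite signs, and the value to be found without a deviation was not computed. This correlation therefore cannot decide whether a deviation was undone at 3 h. Genes are not independent replicates in these coefficients. Of the 2712 genes up from 1 to 2 h, 1037 went up again from 2 to 3 h and 439 down, and of the 1460 genes down, 278 went down again and 635 up. As the median change from 1 to 2 h depends on the scaling (0.75 or 0.06), these numbers depend on it too.

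For each step, the 8 samples can be split into groups of 4 in 35 ways, and 8 of them part all 4 pairs of equal replicate number, as the real split does. With 8 splits the share can never be under 0.05, so these splits cannot decide for any step. The real split alone, 1 of 8, gave as many changed genes for the steps from 0 to 1 h (94), 1 to 2 h (2982), 2 to 3 h (3683), 4 to 5 h (488), 5 to 6 h (602), 6 to 8 h (603), 8 to 10 h (1135), 10 to 12 h (283), 12 to 14 h (2417), 14 to 16 h (588) and 16 to 18 h (1). For 3 to 4 h and 18 to 20 h, all 8 of 8 splits gave 0. In the real split, 521 and 4745 genes of any fold change had an unadjusted p under 0.05. Over all 35 splits, whatever pairs they part, 1 of 35 (the real split) gave as many for each of the 9 steps from 1 to 3 h and from 4 to 16 h, 2 of 35 for 0 to 1 h and 16 to 18 h, and 35 of 35 for 3 to 4 h and 18 to 20 h. Splits that part fewer pairs keep both samples of some replicate numbers in the same group, and reached 188 from 0 to 1 h, 176 from 14 to 16 h, 549 from 16 to 18 h and 2157 from 18 to 20 h.

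The fit of all samples found 2569 genes from 18 to 20 h and the fit of 8 samples found 0. In the latter, 4745 genes of any fold change had an unadjusted p under 0.05. A wider spread between replicates was tested with the median SD of log2 CPM. At 20 h it was 0.330, or 1.58 times the median over time points (0.209), but at 3 h it was higher (0.455). The SD at 20 h was thus not the widest, but over the genes kept by the filter the correlation between replicates was lowest at 20 h (0.934, and 0.964 at 3 h). The step from 3 to 4 h, next to the widest SD, also went from 200 genes to 0. There, 521 of any fold change had an unadjusted p under 0.05. But the step from 2 to 3 h, next to the same SD, kept 3683 genes in the fit of 8 samples, and the step from 12 to 14 h, with an SD of 0.327 at 14 h, kept 2417. The 20 h replicates also lay in 2 groups. Replicates 1 and 2 correlated by 0.980 and replicates 3 and 4 by 0.987, but pairs across these groups by 0.939 to 0.963, and the late mRNAs were at 107% and 61.5% of their mean level at 18 and 20 h in replicates 1 and 2 and at 257% and 234% in 3 and 4. In 18 h replicate 4 they were at 68.3%, above 20 h replicate 2, and the split that exchanges these 2 samples gave the 2157 genes. These values do not settle whether the spread, or the grouping at 20 h, explains the loss.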
